# Induction of meiosis by embryonic gonadal somatic cells differentiated from pluripotent stem cells

**DOI:** 10.1186/s13287-021-02672-4

**Published:** 2021-12-20

**Authors:** Haiying Wang, Linlin Liu, Chang Liu, Lingling Wang, Jiyu Chen, Huasong Wang, Dai Heng, Ming Zeng, Chun Liu, Zhongcheng Zhou, Xiaoying Ye, Yajuan Wan, Huiyu Li, Lin Liu

**Keywords:** ESCs, GSCLCs, Meiosis, Small molecules, Female infertility

## Abstract

**Background:**

Depletion of oocytes leads to ovarian aging-associated infertility, endocrine disruption and related diseases. Excitingly, unlimited oocytes can be generated by differentiation of primordial germ cell like cells (PGCLCs) from pluripotent stem cells. Nevertheless, development of oocytes and follicles from PGCLCs relies on developmentally matched gonadal somatic cells, only available from E12.5 embryos in mice. It is therefore imperative to achieve an in vitro source of E12.5 gonadal somatic cells.

**Methods:**

We explored to identify small molecules, which can induce female embryonic stem cells (ESCs) into gonadal somatic cell like cells.

**Results:**

Using RNA-sequencing, we identified signaling pathways highly upregulated in E12.5_gonadal somatic cells (E12.5_GSCs). Through searching for the activators of these pathways, we identified small-molecule compounds Vitamin C (Vc) and AM580 in combination (V580) for inducing differentiation of female embryonic stem cells (ESCs) into E12.5_GSC-like cells (E12.5_GSCLCs). After V580 treatment for 6 days and sorted by a surface marker CD63, the cell population yielded a transcriptome profile similar to that of E12.5_GSCs, which promoted meiosis progression and folliculogenesis of primordial germ cells. This approach will contribute to the study of germ cell and follicle development and oocyte production and have implications in potentially treating female infertility.

**Conclusion:**

ESCs can be induced into embryonic gonadal somatic cell like cells by small molecules.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-021-02672-4.

## Introduction

With the increasing pressure of social competition, many women choose to postpone their childbearing age. Coupled with the influence of diet and environmental factors, the phenomenon of infertility caused by ovarian aging has increased significantly [1–3]. In addition, ovarian aging can lead to early menopause and related chronic diseases, such as coronary heart disease, osteoporosis, and endocrine disorders, which seriously affect female reproduction and physical and mental health [4–7]. Depletion of oocyte and follicle reserve in vivo makes direct contribution to ovarian aging. Hence, extensive efforts have been made over the last decades to generate oocytes in vitro, from other source, such as from pluripotent stem cells.

Close interactions between germ cells and somatic cells are essential for ovarian development and function [8–10], and can control germ cell proliferation, meiotic entry and arrest as well as formation of the primordial follicle pool [11, 12]. Embryonic primordial germ cells (PGCs) undergo migration and proliferation, followed by meiosis, which is arrested at diakinesis during prophase I prior to birth [13–17]. Meiosis continues after puberty, and oocytes develop with granulosa cells during folliculogenesis, giving rise to mature oocytes for reproduction. As the number of germ cells is set at birth in most mammalian species [18–21], current evidence does not support neo-folliculogenesis after the ovarian reserve is determined [22, 23]. Meanwhile, depletion of a limited follicle reserve, together with some uncontrollable factors, such as age, food, and the haze environment, lead to a series of diseases, including endocrine disorders and infertility [1, 2]. Remarkably, oocyte-like cells [24] and PGC-like cells (PGCLCs) [25–29] have been consistently obtained from pluripotent stem cells. Furthermore, PGCLCs and E12.5 PGCs require reconstitution with E12.5_GSCs to enter meiosis and folliculogenesis for production of functional oocytes and, consequently, offspring [27, 29]. This approach holds great promise for the treatment of infertility as well as for restoration of ovarian endocrine function as an alternative to feasible, yet risky methods such as hormone replacement therapy [30–32]. Furthermore, reconstitution of the entire process of gametogenesis has been achieved in vitro, thus, providing a platform for analyzing the mechanistic details of oogenesis [33].

To fulfill the potential of PGCLCs in vitro, their necessary interaction with developmentally matched gonadal somatic cells must be ensured for normal folliculogenesis [34–37]. However, successful PGCs development and maturation experiments currently require embryo destruction to obtain matched somatic cells. Meanwhile, it has been suggested that only E12.5_GSCs can support maturation of nascent PGCs or PGCLCs into mature oocytes [27, 29, 38, 39]. They aggregated PGCs or PGCLCs with E12.5_GSCs to form reconstituted ovaries and transplanted them into ovarian bursa or kidney capsules [38–40]. PGCs in the reconstituted ovaries matured into germinal vesicle-stage oocytes, which then contributed to fertility following in vitro maturation and fertilization [29, 33]. However, to construct a successful platform for elucidating the molecular mechanisms underlying meiosis and oocyte production, developmentally matched gonadal somatic cells are indispensable. These cells have only been obtained from E12.5 female gonads [33], until a recent breakthrough [41]. Moreover, the embryo destruction required for obtaining these cells is not feasible in humans. Therefore, an alternative approach for the generation of these cells in vitro is imperative [33]. Compared with genetic manipulation and difficult-to-manufacture biologics, small molecules offer advantages, including cell permeability, cost-effectiveness, no immunogenicity, simpler synthesis, batch-to-batch consistency, and preservation [42]. In addition, their regulatory effects on protein function are reversible and can be fine-tuned by varying their concentrations [43]. Hence, we sought to identify small-molecule compounds that can stimulate the differentiation of ESCs into E12.5_GSCLCs. Our approach may facilitate further in-depth study of oocyte production.

## Methods

### Mouse embryonic fibroblasts (MEF) isolation and cell culture

All the animal experiments were performed following the ethical guidelines approved by Tianjin Animal Management Committee. MEF cells were derived from E13.5 embryos isolated from B6C3F1 mice via cesarean section and washed in phosphate-buffered saline (PBS). Heads and visceral tissues were removed, and the remaining tissue was washed in PBS, submerged in 0.25% trypsin–EDTA (0.25% TE, Invitrogen), and incubated at 37 °C for 10 min. The tissue was pipetted repeatedly to aid dissociation, washed, and plated in MEF medium, Dulbecco’s modified eagle’s medium (DMEM, Invitrogen) supplemented with 10% fetal bovine serum (FBS, Hyclone), 1 mM L-glutamine (Invitrogen), 1% nonessential amino acid stock (NEAA, Sigma), penicillin (100 U/mL), and streptomycin (100 μg/mL). Cells were cultured at 37 °C in 5% CO_2_ with humidified air (Thermo Scientific, USA). ESC lines were established and characterized based on a previously described method [44], cultured in KnockOut DMEM supplemented with 20% FBS (ES quality, Hyclone), 1000 U/mL leukemia inhibitory factor (LIF) (ESGRO, Chemicon), 0.1 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, 1 mM L-glutamine, penicillin (100 U/mL), and streptomycin (100 μg/mL).

### Magnetic-activating cell sorting (MACS)

MACS was performed according to the manufacturer’s instructions (Miltenyi). Briefly, dissociated E12.5 gonadal cells were treated with 0.05% trypsin–EDTA to harvest single cells, resuspended in 80 μL of MACS buffer containing 0.5% BSA and 2 mM EDTA (pH = 8.0), then incubated with 20 μL anti-SSEA1 antibodies conjugated to magnetic beads (Miltenyi) on ice for 20 min. Cell suspensions were washed in PBS and applied to an MS column to separate SSEA1-positive cells (PGCs) and SSEA1-negative cells (E12.5_GSCs). GSCs were collected from the flow-through. The cells that remained on the column were PGCs. To ensure that PGCs do not contain E12.5_GSCs, we filtered them through the MS column thrice.

### RNA extraction and quantitative real-time PCR (qPCR)

RNA was extracted from samples using RNeasy Mini Kit (Qiagen) according to manufacturer’s method. 2 μg RNA were reversely transcribed into cDNA using M-MLV reverse transcriptase (Invitrogen). Quantitative real-time PCR reactions were set up in duplicate with the Faststart Universal SYBR Green Master Mix (Roche) and run on the real-time PCR Detection System (Bio-Rad). *Gapdh* was served as the internal control. The primers used are listed in Additional file 1: Table S1.

### Induction of GSCLCs from ESCs

Before cell induction, we prepared a 12-well culture plate coated with human plasma fibronectin (HFN, 16.7 mg/mL, Millipore) kept for at least 1 h in a 37 °C CO_2_ incubator. ESCs cultured in 2i + LIF (2iL) medium for at least two passages were then dissociated with 0.25% TE, washed, centrifuged at 1200 rpm for 3 min, and resuspended in ES medium without 2iL. ESCs were then cultured in a new 6-well plate for 30 min to remove feeders based on differences in adherence to the dish, followed by seeding at a density of 10^5^ cells per well in HFN-coated 12-well plates. The differentiation medium containing the respective small-molecule compounds was changed every other day. After MACS for the removal of SSEA1^+^ cells, the remaining SSEA1^−^ cell population was considered GSCLCs and used for aggregation.

### Induction of meiosis

Induction of meiosis was achieved by aggregation of PGCs with E12.5_GSCs isolated from E12.5 female gonads, GSCLCs induced via V580_D6, ovary somatic cells isolated from 6 weeks old mice (P_6w_) and MEF cells. Aggregates were cultured for four days to induce meiosis in the wells of a low-cell-binding U-bottom 96-well Lipidure-Coat plate in gonad medium, containing M199 supplemented with 10% FBS, 1 mM L-glutamine, penicillin (100 U/mL), and streptomycin (100 μg/mL), 50 μg/mL Vc and 10 μM Rocki.

### Aggregation of P_6w_ via PHA

As P_6w_ cannot perfectly aggregate with PGCs, before adding the aggregate into a low-cell-binding U-bottom 96-well Lipidure-Coat plate, cells were resuspended in 100 μL of gonad medium. After the addition of phytohemagglutinin-P (PHA), cell suspensions were incubated at 37 °C for 10 min. Subsequently, the suspensions were centrifuged twice at 9000×*g* for 1 min to obtain re-aggregated pellets. The re-aggregated cells were gently picked with a truncated 200 μL micropipette, placed into a low-cell-binding U-bottom 96-well Lipidure-Coat plate filled with 200 μL of gonad medium, and cultured at 37 °C.

## Immunofluorescence microscopy of rOvaries and differentiated cells

rOvaries cultured on Transwell membranes were fixed for 1 h in 3.7% paraformaldehyde at 4 °C, dehydrated through 30% sucrose, and embedded in OCT (Optimal cutting temperature compound). After washing in PBS for 10 min, sections were fixed with ice acetone for 15 min at room temperature, subjected to 0.1% Triton X-100 for 30 min, blocked with 3% BSA in PBS for 2 h at room temperature or overnight at 4 °C, and then incubated with the primary antibodies against Foxl2 (ab5096, Abcam), GFP(ab183735, Abcam), Gata4 (sc-25310, Santa Cruz) or Vasa (ab13840, Abcam) overnight at 4 °C, washed and incubated for 2 h with appropriate fluorescence-conjugated secondary antibodies (Donkey anti-goat IgG (H + L), Alexa Fluor 594, A-11058, Invitrogen; Donkey anti-Mouse IgG (H + L), Alexa Fluor 488, A-21202, Invitrogen; Donkey anti-rabbit IgG (H + L), Alexa Fluor 594, A-21207, Invitrogen; Donkey anti-mouse IgG (H + L), Alexa Fluor 594,A-21203, Invitrogen). Samples were washed thrice in PBS, counterstained with 0.5 mg/mL Hoechst 33342 (H1398, MP) in Vectashield (VectorLabs) mounting medium. Fluorescence was detected and imaged using Axio-Imager Z2 Fluorescence Microscope (Zeiss).

Differentiated cells were immunostained by washing twice with PBS; then fixed in freshly prepared 3.7% paraformaldehyde in PBS (pH 7.4), permeabilized in 0.1% Triton X-100 (Sigma–Aldrich, Saint Louis, MO) in blocking solution (3% BSA in PBS) for 30 min, and incubated in blocking solution for 2 h. Cells were then incubated overnight at 4 °C with primary antibodies and secondary antibodies as described above. Nuclei were counterstained with 0.5 μg/mL Hoechst 33342 in Vectashield mounting medium. Fluorescence was imaged as previously described.

### Immunofluorescence microscopy of meiocyte spreads

Surface spreading of meiocytes was prepared by a drying-down technique and stained for synaptonemal complexes [45]. rOvaries were collected, digested in 0.05% TE for 10 min at 37 °C. Cell suspensions were intermingled with five volumes of MEF medium, centrifuged at 1200 rpm for 3 min and resuspended in 100 mM sucrose. The cell suspension was spread onto glass slides by dipping onto a thin layer of fixative (1% paraformaldehyde, 0.15% Triton X-100, pH = 9.2), which were maintained for at least 3 h in a humidified box and dried for 20 min at room temperature. The slides were then washed in water containing 0.4% Photo-flow (Kodak), and completely dried at room temperature. Dried slides were washed with 0.1% Triton X-100/PBS (PBST) for 10 min, and incubated with Blocking solution (ADB, 3% BSA, 2% goat serum/PBST) for 2 h at room temperature. Spreads were then incubated with anti-Sycp1 (ab15090, Abcam), anti-Sycp3 (NB300-230, Novus) antibody in ADB at 4 °C overnight, washed thrice, incubated with appropriate secondary antibodies, washed, and counterstained with 0.5 μg/mL Hoechst33342 in Vectashield mounting medium. Immunofluorescence was detected using an Axio-Imager Z2 Fluorescence Microscope.

### Western blot

Cells were washed at least twice in PBS and lysed in NP40 lysis buffer containing PMSF and cocktails on ice for 30 min, and then sonicated for 2 min at 60 amp at 2 s intervals. The concentration of the protein sample was measured by bicinchoninic acid and boiled in SDS sample buffer at 95 °C for 10 min. Next, 3 μg of protein were electrophoresed using 10% SDS-PAGE (Bio-Rad) and transferred to polyvinylidene fluoride membranes (PVDF, Millipore) using the Mini Trans-Blot system (Bio-Rad). Nonspecific binding was blocked in 5% skim milk in TBST at room temperature for 2 h or 4 °C overnight. Blots were then probed with primary antibodies Foxl2 (ab246511, Abcam), Nanog (ab80892, Abcam), Oct4 (sc5279, Santa Cruz), Gata4 (sc25310, Santa Cruz), and β-actin (P30002, Abmart) served as a loading control. Immunoreactivity bands were then probed for 2 h at room temperature with the appropriate secondary antibodies, HRP-goat anti-rabbit IgG or HRP-goat anti-mouse IgG(H + L). Protein bands were detected by Chemiluminescent HRP substrate (WBKLS0500, Millipore).

### Flow cytometry

V580_D6 were digested into single cells and stained with CD63-PE (143903, BioLegend) antibody for 20 min at 4 °C and washed with fluorescence-activated cell sorting (FACS) buffer, centrifuged at 220×*g* for 3 min, resuspended with FACS buffer, and then filtered by 70 μm flow tube before sorting. Flow cytometry analysis and sorting were performed on a BD FACSAria Fusion (BD Biosciences).

### RNA-sequencing (RNA-Seq)

Cells were harvested and total RNA extracted using RNeasy Mini kit (Qiagen), according to the manufacturers’ instruction, including a DNAse digestion. A total amount of 3 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. To select 250–300 bp cDNA fragments, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, USA). Then 3 µL of USER Enzyme (NEB, USA) was used with size-selected, adaptor-ligated cDNA at 37 °C for 15 min followed by 5 min at 95 °C. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and index (X) Primer. PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system and the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform.

### Bioinformatics analysis

The clean reads were mapped to the Mus musculus mm10 reference genome (downloaded from http://genome.ucsc.edu/). Index of the reference genome was built using Hisat2 and paired-end clean reads were aligned to the reference genome using Hisat2 [46] with default parameters.

Reads were assigned and counted to genes using the featurecounts [47]. The resulting matrix of read counts was loaded into RStudio (R version 3.4.2), and DESeq2 [48] were used to identify DEGs. The resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes identified by DESeq2 with an adjusted *P* value < 0.05 were assigned as differentially expressed. GO enrichment analysis of DEGs was implemented by the clusterProfiler R package [49] and DAVID (https://david.ncifcrf.gov/), in which gene length bias was corrected. GO terms with corrected *P* value < 0.05 were considered significantly enriched by DEGs. Additionally, the KEGG database was used to identify high-level functions and pathways associated with the DEGs (http://www.genome.jp/kegg/). Bar plots were drawn using ggpubr and ggplot.

### Single-cell library preparation and sequencing

A single-cell library was prepared using the 10 × Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v2 (10 × Genomics, Pleasanton, CA, USA, 120237) according to the manufacturer’s instructions. To determine whether the cells obtained were viable (cell viability > 80%, cell concentrations = 1000 cells/μL) for downstream analysis, the cell viability was evaluated using trypan blue staining with a hemocytometer (Bio-Rad, Hercules, CA, USA, TC20) and the cell concentration was adjusted to 1000 cells/μL before loading to the single-cell chip. The Gel Bead in Emulsions (GEMs) were generated with the Chromium 10 × Single Cell System (10 × Genomics). To barcode cDNA in each cell, the cells were then lysed and reverse transcribed. cDNA recovery was performed using DynaBeads MyOne Silane Beads (Invitrogen, Carlsbad, CA, USA, 37002D) according to the manufacturer’s instructions. cDNA libraries were then prepared using 10 × Genomics Chromium Single Cell 3′ Library and Gel Bead Kit v2 following the manufacturer’s guide and sequencing was performed with an Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, USA) with pair-end 150 bp (PE150) reads.

### 10 × Genomics computational analysis

The Cell Ranger software suite was obtained from 10 × Genomics. Raw sequencing data was demultiplexed by Illumina bcl2fastq software to generate separate paired end read files for each sample, which were quality-checked using FastQC software. The Cell Ranger “count” script was used to align mouse fastq files to the mouse mm10 reference genome (Ensembl). The raw count matrices were imported into R for further processing. R studio (https://www.rstudio.com/) was used to run R scripts to perform hierarchical clustering and PCA. To identify distinct cell populations of the V580_D6 GSCLCs and E12.5_GSCs, cell clustering was performed using R software package Seurat 3.0 [50]. The count matrix was first normalized by library size and log transformed by Seurat. Transcriptomes with < 200 expressed genes and lowly expressed in three cells were discarded, cells with mitochondrial genes occupying > 40% of reads were defined as low-quality cells and filtered out. Two datasets of V580_D6 GSCLCs and E12.5_GSCs [51](GSE128553) were integrated by “IntegratedData” function of Seurat according to instructions. Uniform Manifold Approximation (U-MAP) was used for visualization and clustering. The “FindConservedMarkers” function was used to identify canonical cell-type marker genes that are conserved across conditions.

### Statistical analysis

Data were analyzed using ANOVA with Fisher’s protected least-significant difference (PLSD) using the StatView software from SAS Institute Inc. (Cary, NC), two-tailed Student’s *t* test, or *χ*^2^ test or Wilcoxon–Mann–Whitney rank sum test dependent on specific experiments. A *P* value < 0.05 was considered statistically significant.

## Results

### Transcriptome features at different stages of gonadal somatic cell development

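Bulk RNA-seq counts were analysed for gonadal somatic cells (GSCs) of 4 stages, E12.5, E13.5, E16.5 and 6 weeks after birth (P_6w_), with 2 libraries per stage. The authors aligned the reads to mm10 with Hisat2, counted them on genes with featureCounts and deposited whole-number counts per gene symbol. Their tests used DESeq2 at an adjusted p below 0.05. The counts summed to 19518037 and 18060579 in the E12.5 libraries, 22259044 and 19753208 at E13.5, 21063754 and 15835114 at E16.5, and 12799313 and 12694769 at P_6w_. Of the 22173 genes counted, 571 had no count in any library and 16398 passed edgeR's filterByExpr. From the counts on, the genes were tested with edgeR's quasi-likelihood F test after TMM normalization, in one model of all 8 libraries, and called at a Benjamini-Hochberg (BH) adjusted p below 0.05. The common dispersion of that model was 0.0172. On simulated counts with 200 changed genes, the same steps recovered 90% of them and made 10 false calls among 15514 genes tested. By the sample labels, both E12.5 libraries, both E13.5 libraries and the first E16.5 library were sequenced on lane 5, and the second E16.5 library and both P_6w_ libraries on lane 1, so that P_6w_ shared a lane with E16.5 only.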

We performed bulk RNA-sequencing (RNA-seq) of gonadal somatic cells from mice at different developmental stages (E12.5, E13.5, E16.5, and P_6w_). 

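On log2 CPM of the tested genes, the first principal component of the 8 GSC libraries held 58.8% of the variance and the second 20.8%. The P_6w_ libraries lay at 148.9 and 143.6 on the first component, whereas the 6 embryonic libraries lay between -57.32 and -44.08. On the second component the E16.5 libraries lay at 84.93 and 79.89, E12.5 at -30.96 and -31.07, and E13.5 at -44.57 and -52.13. The root mean square difference in log2 CPM over the tested genes was 0.426 between the E12.5 replicates, 0.543 at E13.5, 0.522 at E16.5 and 0.498 at P_6w_, against 0.905 to 0.934 between E12.5 and E13.5 libraries. Among genes of at least 20 CPM, 0 of 7415 differed more than 2-fold between the E12.5 replicates, 5 of 6944 at E13.5, 60 of 7481 at E16.5 and 4 of 7308 at P_6w_. The chi-square per degree of freedom of the replicate counts, which is 1 for counting noise alone, was 37.9 at E16.5 against 6.02, 6.93 and 6.15 at E12.5, E13.5 and P_6w_.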

Principal component analysis (PCA) indicated that the two samples had better reproducibility during the same period (Additional file 1: Fig. S1A). 

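Over the 4 pairs of an E12.5 and an E13.5 library, the Pearson correlation of log2(CPM+1) across all genes averaged 0.9733 (SD 0.00074, range 0.9726 to 0.9742). The scale moved this value most: on linear CPM the mean correlation was 0.9372. E12.5 correlated with E16.5 at 0.967 and with P_6w_ at 0.9259, and E13.5 correlated with E16.5 at 0.9588 and with P_6w_ at 0.9177. Replicates of one stage correlated at 0.9965 (E12.5), 0.9947 (E13.5), 0.9918 (E16.5) and 0.9955 (P_6w_). Correlations across genes are given without p values because genes are not independent replicates.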

Correlation between E12.5 and E13.5 was as high as 0.95 or 0.96 (Additional file 1: Fig. S1B). 

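Against E12.5, edgeR called 7530 genes at E13.5 (3908 higher, 3622 lower), 6160 at E16.5 (3364 higher, 2796 lower) and 8673 at P_6w_ (4162 higher, 4511 lower) at a BH adjusted p below 0.05, without a fold threshold. The choice that moved these counts most was a threshold of at least 2-fold, which left 2785, 2752 and 4924 genes. At E13.5 the threshold also turned the balance, with 1237 genes higher and 1548 lower. A fit of only E12.5 and E13.5 had 48.3% of the called genes higher, and the other settings without the threshold 50.5 to 52.6%. Of the genes called without the threshold at E13.5, E16.5 and P_6w_, the CPM of the replicates did not overlap between the stages in 7525, 6152 and 8672. The change from E12.5 to E13.5 ran with gene length: across 14250 genes with a length in the reference, the Spearman correlation of the log2 fold change with length was -0.56, against -0.0758 at E16.5 and -0.0752 at P_6w_. With a length term per library, chosen after this trend was seen, 5643 genes were called at E13.5, 6420 at E16.5 and 8673 at P_6w_. The largest rises from E12.5 to E13.5 were those of Serpina6 (0.363 to 23.1 CPM, log2 fold change 5.98), Apoa1 (0.596 to 36.1 CPM, 5.90) and Alb (0.781 to 44.8 CPM, 5.82), and the largest falls were those of Nup62cl (-4.25), Col2a1 (-4.19) and Amh (-3.90). Alb and Apoa1 are genes of the liver, and the Y-linked Ddx3y had at least 97 counts in each E12.5 library against at most 4 in every other library. At E16.5, Tpsb2 rose at least 1630-fold, Tex13b at least 98.3-fold and Tex12 at least 64.8-fold, while Sprr2d fell at least 54.6-fold, Etv2 at least 28.8-fold and Hsd3b6 by a log2 fold change of -5.12. At P_6w_, Grem1 rose at least 1520-fold, Fshr at least 667-fold and Pparg at least 593-fold, and the embryonic haemoglobin genes Hbb-y, Hba-x and Hbb-bh1 fell at least 37500-fold, 6860-fold and 236-fold.

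**Figure D1:**
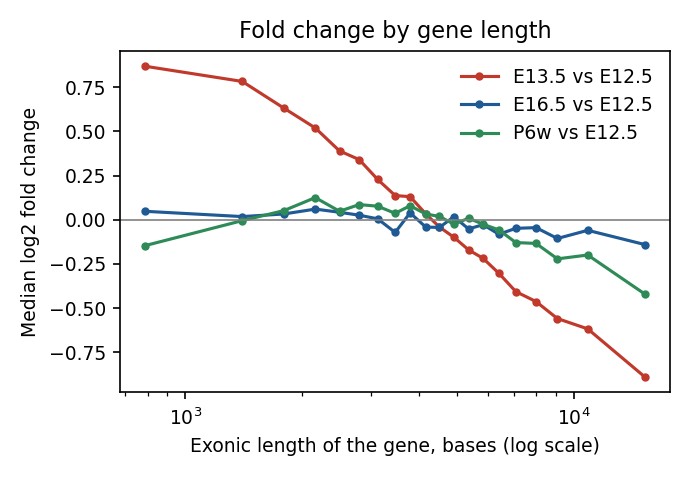
Median log2 fold change against E12.5 (vertical axis) of genes grouped by length (horizontal axis, bases), for E13.5, E16.5 and P_6w_, 2 libraries per stage. At E13.5 the fifth of genes of at most 2341 bases had a median of 0.68 and the fifth of at least 7497 bases a median of -0.63.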

Differential expression analysis revealed more than 2000 differentially expressed genes (DEGs) between E13.5 and E12.5, approximately 6000 DEGs between E16.5 and E12.5, and nearly 8000 DEGs between P_6w_ and E12.5 (Additional file 1: Fig. S1C). 

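Successive stages were compared in the same fit: 8865 genes were called between E13.5 and E16.5 and 9206 between E16.5 and P_6w_ (edgeR, BH adjusted p below 0.05), and 9786 between E13.5 and P_6w_. Genes called higher in one stage than in each of the other 3 numbered 657 at E12.5, 1771 at E13.5, 1456 at E16.5 and 2219 at P_6w_, of the 16398 tested. Gata4, a gene named in the paper, fell from 181 CPM at E12.5 to 162 at E13.5, 135 at E16.5 and 120 at P_6w_ (log2 fold change of P_6w_ against E12.5 -0.60, edgeR BH adjusted p 0.000547).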

A time-course line chart shows changes in gene expression during embryonic development (Fig. 1A). We analyzed DEGs among the developmental stages. 

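Foxl2 (ENSMUSG00000050397.4, chromosome 9, 98955288 to 98958543, plus strand, protein-coding) had 125 and 134 counts in the E12.5 libraries, 281 and 231 at E13.5, 182 and 156 at E16.5, and 248 and 268 at P_6w_. Its mean was 6.20 CPM at E12.5 (SD 0.587), 13.7 at E13.5 (SD 0.778), 8.71 at E16.5 (SD 1.18) and 21.3 at P_6w_ (SD 1.45), with n = 2 libraries each. Against E12.5, its log2 fold change was 1.15 at E13.5 (SE 0.199, edgeR BH adjusted p 0.000306), 0.48 at E16.5 (SE 0.202, p 0.0722) and 1.78 at P_6w_ (SE 0.201, p 2.64e-06). From E13.5 to E16.5 it fell by a log2 fold change of -0.66 (SE 0.195, edgeR BH adjusted p 0.0101), and from E16.5 to P_6w_ it rose by 1.29 (SE 0.196, p 4.95e-05). The fall was -0.43 (p 0.0642) with a GC term and -0.50 (p 0.0376) with a length term per library, both chosen after the values were seen. With the same terms the rise from E12.5 to E13.5 was 0.86 (p 0.00178) and 0.97 (p 0.00156). For E16.5 against E12.5, leaving out either library of E12.5 or E16.5 gave log2 fold changes from 0.34 to 0.62, and DESeq2 gave a BH adjusted p of 0.146. Over edgeR, DESeq2 and the fit with a replicate block, the BH adjusted p at E16.5 ranged from 0.0722 to 0.146.

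**Figure D2:**
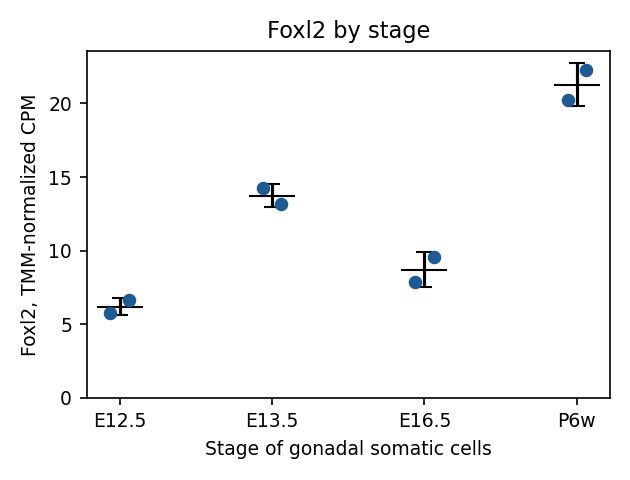
Foxl2 expression (CPM, vertical axis) in GSCs at E12.5, E13.5, E16.5 and P_6w_ (horizontal axis), with one point per library (n = 2), the mean and error bars of 1 SD. The means were 6.20, 13.7, 8.71 and 21.3 CPM.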

*Foxl2* was gradually upregulated during gonadal development (Additional file 1: Fig. S1D), which was also confirmed by the qPCR result (Additional file 1: Fig. S1E). Pairwise and multi-group DEG analysis of the four stages revealed that genes that were specifically and highly expressed in E12.5 were enriched for mesonephric development, response to retinoic acid (RA), and the Wnt and Hippo signaling pathways. 

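The genes printed in Fig. 1B for E12.5 were tested as lists, each stage against the mean of the other 3. Of the mesonephric development list, 9 of 11 tested genes were higher at E12.5 (edgeR, BH adjusted p below 0.05), with a median log2 fold change of 0.88, and Gata3 and Tcf21 were not called. All 8 tested genes of the response to retinoic acid list (10 printed) were higher, with a median of 1.83 where counts under 3 were raised to 3. Of the Wnt list, 18 of 19 tested genes (22 printed) were higher at a median of 1.01, computed in the same way, all but Ror1. Of the Hippo list, 19 of 24 were higher at a median of 1.28, and Afp, Ccnd3, Id1, Tead3 and Wnt2b were not called. Adjusted over the list alone, the counts of higher genes were again 9, 8, 18 and 19. Camera with an estimated correlation between genes gave BH adjusted p values over the 8 lists of 0.0053 for mesonephric development, 0.042 for retinoic acid, 0.0026 for Wnt and 0.0026 for Hippo. Fry, which takes no account of genes outside the list, gave 2.9e-05, 0.00011, 5.4e-06 and 3.5e-06, so that all of these calls held in both tests. The other 3 stages include P_6w_, and the highest mean lay at E12.5 for 6 of the 11 mesonephric and 14 of the 24 Hippo genes. It did so for 17 of the 21 counted Wnt genes and all 9 counted retinoic acid genes. Against E12.5, 4 mesonephric genes were lower and 1 higher at E13.5, 5 lower and 3 higher at E16.5, and 11 lower at P_6w_. The mesonephric call therefore rested largely on P_6w_. Because the authors chose the lists on these libraries, their enrichment here is not independent evidence. From the enrichment of stage-specific genes, the paper reasons that each stage has its own expression pattern, with E12.5 set apart by mesonephric, RA, Wnt and Hippo genes, and then follows the pathways of that stage.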

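Of the genes printed in Fig. 1B for the later stages, all 10 of the oxidative phosphorylation list were higher at E13.5 than the mean of the other stages (edgeR, BH adjusted p below 0.05), with a median log2 fold change of 1.25. These genes are short, with a median length of 995 bases against 4135 for all tested genes, and with a length term per library their median log2 fold change was 0.52. All 10 genes of the PI3K-Akt list were higher at E16.5 (median 2.06), all 11 of the AMPK list at P_6w_ (median 1.97) and all 19 tested of the 21 printed for ovarian steroidogenesis at P_6w_ (median 2.73), the same numbers as when adjusted over the list alone. Camera gave BH adjusted p values of 0.03, 0.0084, 0.0026 and 0.0026 in the order above, and fry 2.9e-05, 2.7e-05, 1.9e-08 and 4e-07, so that these calls held in both tests. Over the 8 lists of the figure, 104 of 112 tested genes were higher in the stage named for them, and 84 at a threshold of at least 2-fold, the alternative that moved this number most. The lists were chosen by the authors on the same libraries and are not independent evidence.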

Genes upregulated in E13.5 were enriched for oxidative phosphorylation, and those in E16.5 were enriched for the PI3K-Akt signaling pathway, whereas those upregulated in P_6w_ were primarily enriched for the AMPK signaling pathway and ovarian steroidogenesis (Fig. 1B). As we focused on E12.5, we analyzed Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathways enriched at this stage (Fig. 1C–F), revealing characteristic expression pattern at each stage.

**Fig. 1:**
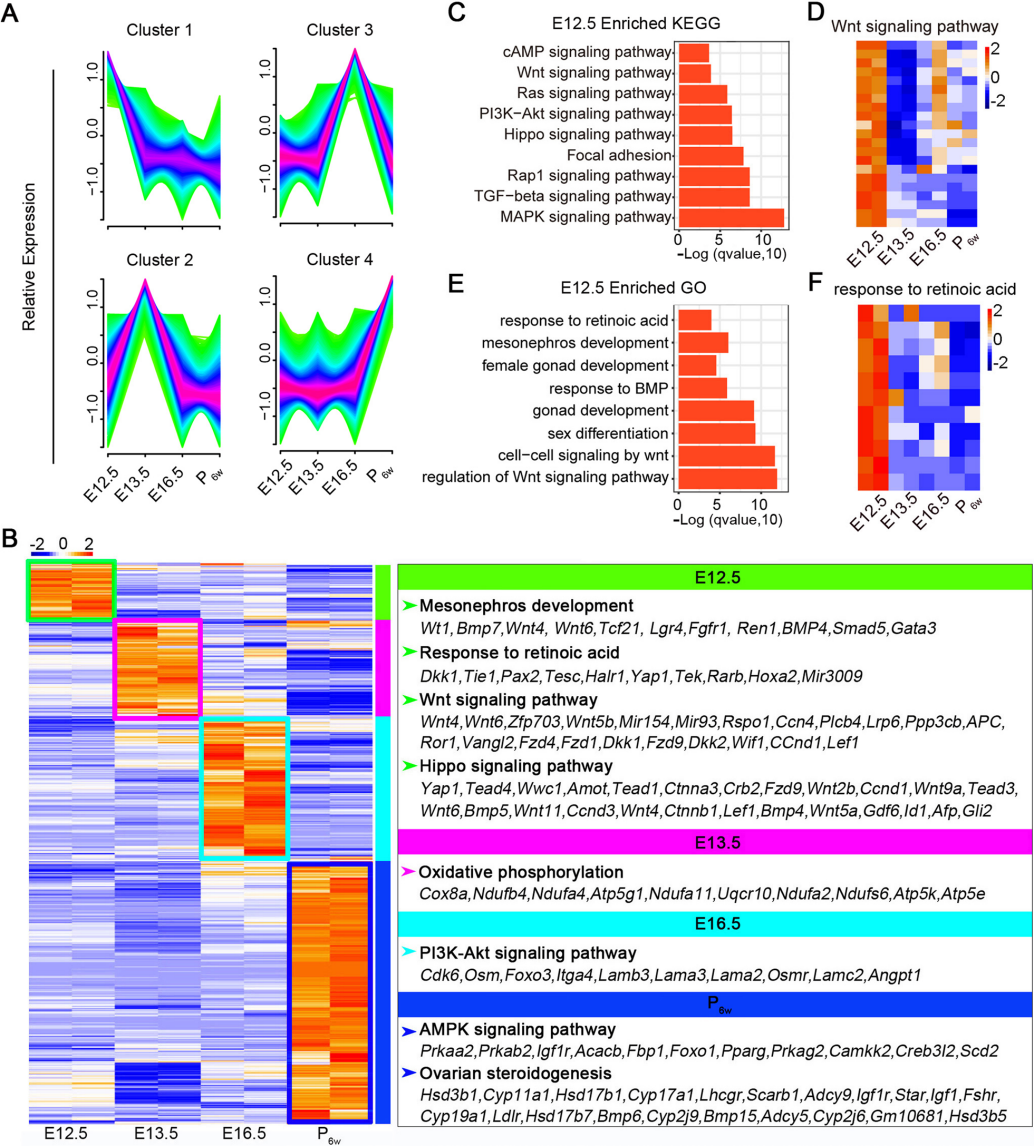
Transcriptome of fetal and adult gonadal somatic cells. **A** Time-course line chart showing changes in gene expression during embryonic development. Cluster 1, 2, 3, and 4 represent E12.5, E13.5, E16.5, and P_6w_, respectively. **B** Enriched terms in each stage. Genes upregulated in E12.5_GSCs were clustered in mesonephric development, response to retinoic acid, Wnt signaling pathway, and Hippo signaling pathways. **C** KEGG analysis of enriched genes in E12.5_GSCs. Wnt, Hippo, cAMP signaling pathway were clustered in E12.5 stage. **D** Pheatmap showing genes enriched in Wnt signaling pathway. **E** GO analysis of enriched genes in E12.5_GSCs, response to retinoic acid, mesonephric development, Wnt-related signaling pathway were clustered in E12.5_GSCs. **F** Pheatmap showing genes enriched in response to retinoic acid

To further determine the gene expression landscape and dissect the cellular heterogeneity in the initiation of meiosis of female germ cells, we dissociated gonads from E12.5 and E13.5 embryos using the magnetic-activated cell sorting (MACS) and prepared somatic single-cell suspensions for smart-seq2 single-cell analysis (Fig. 2A). After filtering low-quality cells based on the number of genes and percentage of mitochondrial genes, we obtained a total of 345 GSCs (172 cells for E12.5 and 173 cells for E13.5), with the median number of genes per cell in the range 6000–8000. We next performed t-distributed stochastic neighbor embedding (tSNE) clustering analysis to dissect cellular heterogeneity within the somatic cell populations. After tSNE projection, five and four clusters of E12.5 and E13.5 somatic cells were separated via Seurat (Fig. 2B–E), and the pheatmap revealed marker genes of each cluster. In E12.5_GSCs, cluster 0 formed the early progenitor cell population and expressed marker, *Nr2f1*; cluster 1 represented pre-granulosa cells expressing *Foxl2* and *Bmp2*; cluster 2 expressed the supporting cell marker *Amhr2*; cluster 3 expressed *Bgn*, a marker of interstitial cells; and cluster 4 expressed erythroid cell marker *Alas*. In E13.5_GSCs, cluster 0 expressed the mesothelial cell markers *Lhx9*, clusters 1 expressed the granulosa cell marker *Foxl2*, whereas cluster 2 expressed the fetal Leydig cell progenitor marker *Tcf21*.

**Fig. 2:**
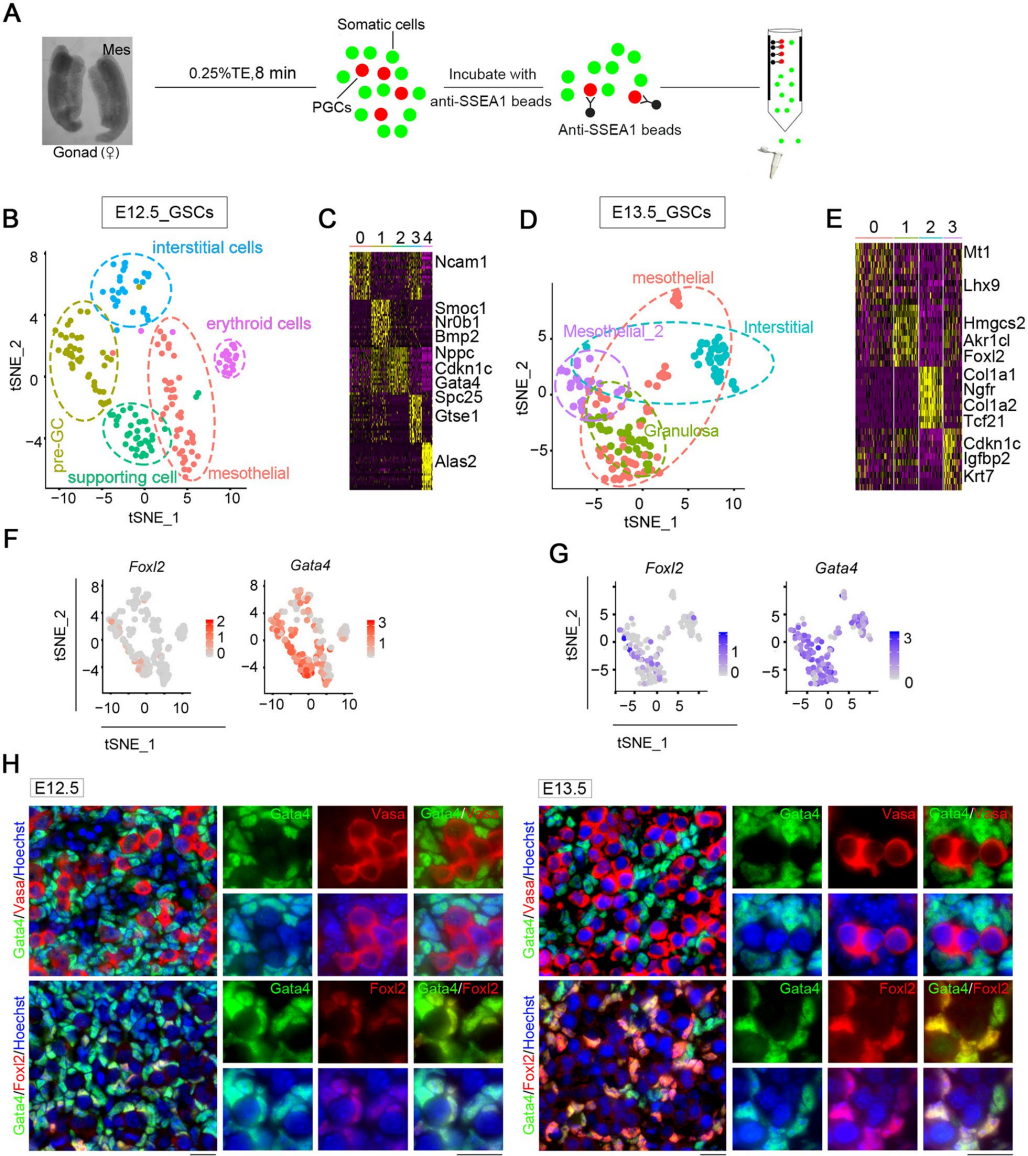
Single cell analysis of E12.5_ and E13.5_ GSCs. **A** Schematic of PGCs and somatic cells separation. Mes: mesonephros. **B** tSNE plot showing the five clusters distribution of E12.5_GSCs. **C** Pheatmap showing marker genes of each cluster in E12.5_GSCs. **D** tSNE plot showing the four clusters distribution of E13.5_GSCs. **E** Pheatmap showing marker genes of each cluster in E13.5_GSCs. **F** Distribution and expression of marker genes including *Foxl2* and *Gata4* in E12.5_GSCs. **G** Distribution and expression of marker genes including *Foxl2* and *Gata4* in E13.5_GSCs. **H** Distribution of Gata4, Vasa and Foxl2 in E12.5 and E13.5 gonads. Scale bar = 20 μm

To identify somatic populations among E12.5_GSCs and E13.5_GSCs, we assessed *Foxl2* and *Gata4* expression, and observed that the number of *Foxl2*-expressing cells increased with embryonic development, whereas that of *Gata4*-expressing cells remained high throughout (Fig. 2F, G). To further verify the distribution of these cells in gonads, we analyzed *Foxl2* expression using qPCR and performed immunofluorescence (IF) staining for Gata4, Foxl2, and Vasa, a germ cell marker (Fig. 2H). Foxl2-positive cells surrounded germ cells, with Foxl2 expression observed in Gata4-positive cells. Based on the mRNA level and protein levels, we concluded that Foxl2-positive cells originated from Gata4-positive cells, and *Foxl2* was gradually upregulated during embryonic gonadal development.

### GSCLCs induction from ESCs by small-molecule compounds

Based on the unique transcriptome profile of E12.5_GSCs, we sought to establish a new approach for differentiating ESCs into E12.5_GSCLCs through treatment with small-molecule compounds (Fig. 3A). The ESCs used in this study were female pluripotent stem cells expressing (or w/o) β-actin-green fluorescent protein (GFP) generated in our laboratory and stably maintained on inactivated MEF [44, 52]. Pluripotency of these ESCs was evidenced by strong competence for generation of chimeras that gave rise to germline-competent offspring. Through the first round of small-molecule compound screening, we identified AM580 as a strong candidate, which induced upregulation of the E12.5_GSCs markers *Gata4* and *Foxl2* (Fig. 3B). A progressive increase in the expression of both markers was observed following AM580 treatment, whereas the expression of pluripotent genes, such as *Nanog* and *Oct4*, declined on approximately day 2 and abruptly decreased thereafter (Additional file 1: Fig. S2A, B). In addition, we used an ESC line without GFP for western blot and IF analysis, which validated the qPCR results (Additional file 1: Fig. S2C–E).

**Fig. 3:**
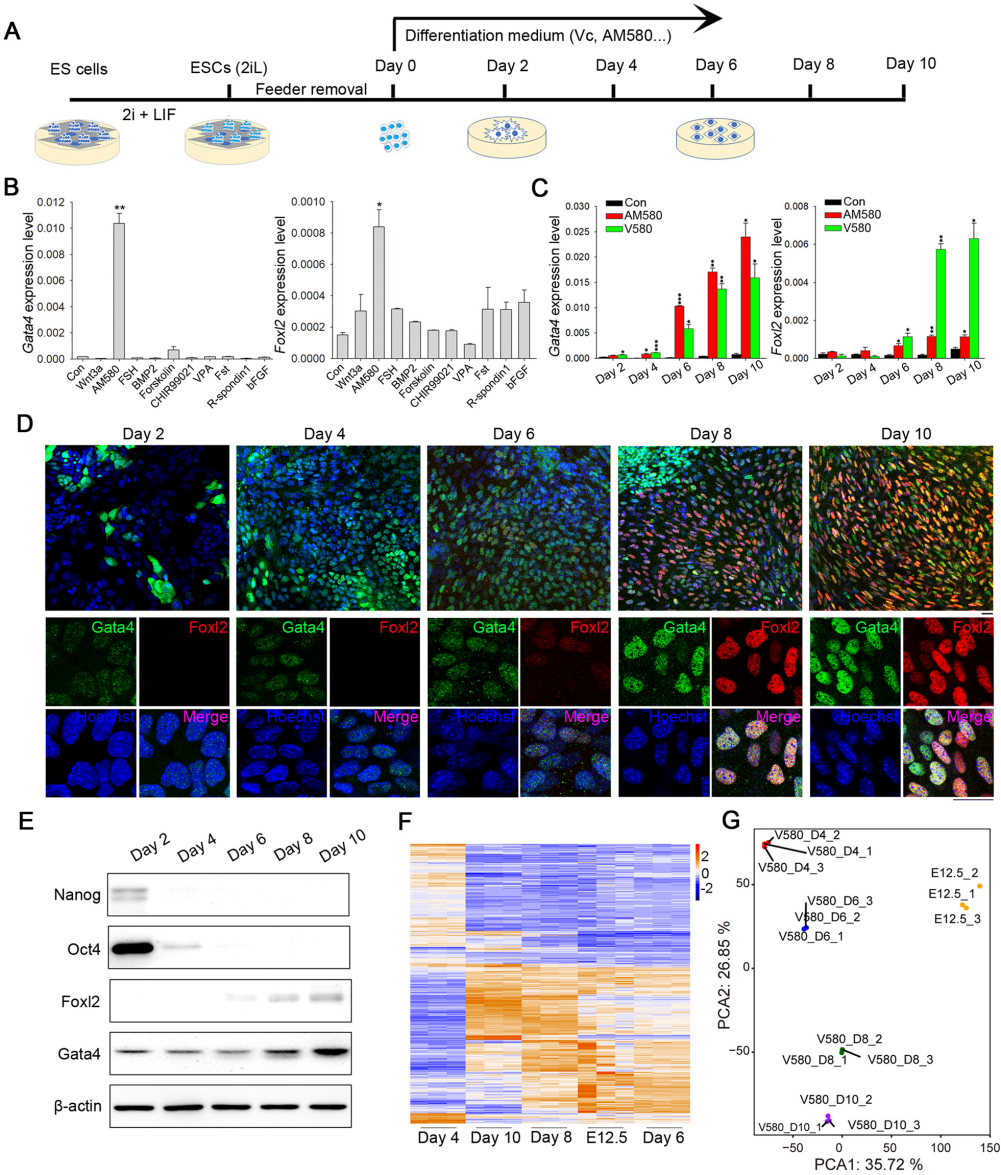
Induction of E12.5_GSCLCs by small molecules. **A** Schematic illustration of in vitro chemical induction strategy. **B** qPCR detection of *Gata4* and *Foxl2* expression in GSCLCs induced by treatment with different small-molecule compounds. Bars = Mean ± SEM (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. **C** qPCR detection of *Gata4* and *Foxl2* expression in GSCLCs induced by AM580 and V580. Bars = Mean ± SEM (*n* = 3). *P < 0.05; **P < 0.01; ***P < 0.001. **D** Immunofluorescence staining of Gata4 (green) and Foxl2 (red) in GSCLCs induced by V580. Scale bar = 20 μm. **E** Protein levels of pluripotency markers (Nanog and Oct4) and E12.5_GSCs markers (Gata4 and Foxl2) in GSCLCs induced by V580 were determined via western blot analysis. β-actin served as a loading control. **F** Heatmap highlighting DEGs compared with E12.5_GSCs, determined using RNA-seq. **G** PCA shows that V580_D6 GSCLCs and E12.5_GSCs were closer with regard to the overall transcriptome

We next attempted to optimize our protocol through identification of additional small-molecule compounds and found that the addition of 50 μg/mL Vc during differentiation facilitated somatic cell induction compared with addition of AM580 alone (Fig. 3C, D and Additional file 1: Fig. S2D), which was confirmed at the protein level using western blot (Fig. 3E), whereas IF analysis indicated that the number of Foxl2-positive cells was obviously increased (Fig. 3D). In line with the established gradual increase in *Foxl2* expression during gonad development, our results indicated that *Gata4* and *Foxl2* were gradually upregulated throughout the induction process (Fig, 3C and Additional file 1: Fig. S2A). We then investigated whether the expression profile at a certain differentiation stage resembles that of E12.5_GSCs. We performed RNA-seq analysis of cell populations from different days of V580 induction. 

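FPKM values were analysed for V580-induced cells at day 4, day 6, day 8 and day 10 and for the E12.5_GC libraries, which are taken as the E12.5_GSCs, with 3 libraries each. The authors deposited a table of FPKM for 13682 genes and no counts with it, and a count model was not used. From that table on, genes with an FPKM of at least 1 in at least 3 of the 15 libraries (11512 genes) were tested with limma-trend on log2(FPKM+1), in one model of all 15 libraries, and called at a BH adjusted p below 0.05 and at least 2-fold. The table is a subset of genes: it lists 5.77% of the genes with no CPM at E12.5 in the counts of the stages, 25.1% of those below 1 CPM, 70.5% of those from 1 to 10 CPM and 93.2% of those of at least 10 CPM. The depth, estimated from the values of low genes and their lengths, was 27.8, 23.5 and 19.6 times 1000000 fragments in the E12.5_GC libraries and between 20.8 and 28.3 times 1000000 in the V580 libraries. On simulated values with 5 groups of 3, the same steps recovered 99.5% of the changed genes and made 0 false calls among 10787 genes.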

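On log2(FPKM+1) the first principal component held 52.3% of the variance and placed the E12.5_GC libraries between -72.23 and -67.66, apart from every V580 library. The second component held 31% and the third 9.16%. Against E12.5_GC, limma called 1747 genes at day 6 (813 higher, 934 lower; BH adjusted p below 0.05, at least 2-fold), 2354 at day 4, 1493 at day 8 and 1887 at day 10. These are 15.2%, 20.4%, 13% and 16.4% of the genes tested. The fold threshold moved the counts most: without it 7718 genes were called at day 6 (4029 higher, 3689 lower), 8238 at day 4, 7270 at day 8 and 8001 at day 10. At 2-fold, 46.5% of the genes called at day 6 were higher. This share was 52.8, 50.3 and 53.3% with each E12.5_GC library left out in turn, and 46.3 to 46.5% with each day 6 library left out. The balance of higher and lower genes at day 6 was therefore not stable. The mean root mean square difference in log2(FPKM+1) from E12.5_GC was 0.883 at day 6, 1.02 at day 4, 0.834 at day 8 and 0.924 at day 10, against 0.369 between the E12.5_GC libraries and 0.0971 between the day 6 libraries. The model pools the variance of a gene over all 15 libraries. SEs and p values against the more variable E12.5_GC libraries may therefore be too small, and the counts without the fold threshold too large. Gata4 averaged 17 FPKM at day 6 (SD 0.908) against 144 in E12.5_GC (SD 7.38; log2 fold change -3.00, SE 0.0583, limma BH adjusted p 1.06e-14) and rose from 4.94 FPKM at day 4 to 30 at day 8 and 46.1 at day 10. Foxl2 averaged 3.21 FPKM at day 6 (SD 0.182) against 23.2 (SD 6.45; log2 fold change -2.48, SE 0.153, limma BH adjusted p 2.08e-09). Cd63 averaged 52.8 FPKM at day 6 against 62.9 (log2 fold change -0.22, SE 0.124, limma BH adjusted p 0.13). Pou5f1 fell from 3.56 FPKM at day 4 to 0.367 at day 6, and was 0.979 in E12.5_GC. The largest rises at day 6 were those of S100g (log2 fold change 6.05), Trap1a (6.01) and Cldn4 (5.82), and the largest falls were those of Hba-a1 (-10.79), Kctd14 (-7.76) and Hbb-bs (-6.98). The mean log2(FPKM+1) of a list of gonadal somatic genes, fixed before the values were read, was 2.65 over the V580 libraries against 5.67 in E12.5_GC (exact permutation p 0.0022 over 455 splits). That p is the smallest that 455 splits allow. The test takes the V580 libraries of all days as replicates of a single group, although libraries differed more between days than within a day.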

The transcriptome of V580_D6 GSCLCs was similar to that of E12.5_GSCs (Fig. 3F, G). 

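The squared Pearson correlation of log2 group means with E12.5_GC, over genes above 0 in both groups, was 75.58% at day 6 (13403 genes), 70.42% at day 4 (13389 genes), 77.62% at day 8 (13428 genes) and 74.49% at day 10 (13386 genes). With each V580 library taken alone against the E12.5_GC mean, it was 75.99% at day 6 (SD 0.0881, n = 3), 69.88% at day 4 (SD 0.0617), 77.87% at day 8 (SD 0.492) and 74.52% at day 10 (SD 0.179). Between any pair of days, the exact permutation p of these library values was 0.1, the smallest that 3 against 3 libraries allow. One E12.5_GC library against the mean of the other 2 gave 95.98% (range 95.05 to 96.95%). The scale moved the value most: on log2(FPKM+1) with all genes it was 81.97% at day 6. The paper asks which day of induction resembles the gonad, and reasons from Fig. 3F, G to a likeness of the day 6 cells, with the correlation as its measure.

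**Figure D3:**
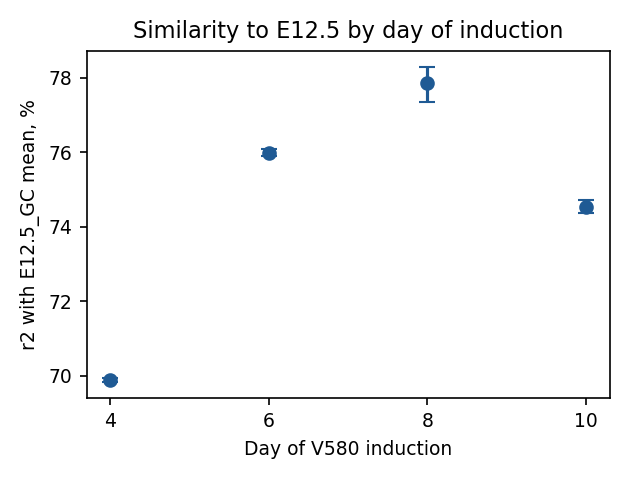
Squared Pearson correlation with E12.5_GC (percent, vertical axis) of V580 libraries at day 4, 6, 8 and 10 (horizontal axis), as the mean of 3 libraries with error bars from the lowest to the highest library. The means were 69.88, 75.99, 77.87 and 74.52%.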

Correlation analysis suggested that the similarity of the overall transcriptome between V580_D6 GSCLCs and E12.5_GSCs could reach 70.29% (Additional file 1: Fig. S3A). Further, the morphology of day 6 cells was similar to that of E12.5_GSCs (Additional file 1: Fig. S3B, C). Treatment with Vc alone did not induce ESCs into GSCLCs. The morphology and marker expression levels in cells treated with Vc alone were similar to those of controls, with no GSCLCs observed even at day 10 (Additional file 1: Fig. S3D-G).

### Induction of PGC entry into meiosis by V580_D6 GSCLCs

Abnormal meiosis can trigger infertility, premature ovarian failure, and genetic diseases [10, 53]. This was recently confirmed by reconstituting the oocyte transcriptional network; oocytes obtained in this manner exhibited abnormal chromosomal configuration due to the absence of meiosis [54]. To determine whether V580_D6 GSCLCs support the entry of PGCs into meiosis, we aggregated V580_D6 GSCLCs with PGCs isolated from E12.5 gonads to form aggregates (V580_D6 aggregates), which were then compared to aggregates with MEF (MEF_aggregates), P_6w_ (P_6w__aggregates), or E12.5_GSCs (Gonad_ aggregates), as controls. The size of MEF_aggregates on day 4 was obviously smaller than day 1, while P_6w__aggregates did not form round structures even with PHA treatment; Gonad_ and V580_D6 aggregates did not change considerably in size (Fig. 4A, B).

**Fig. 4:**
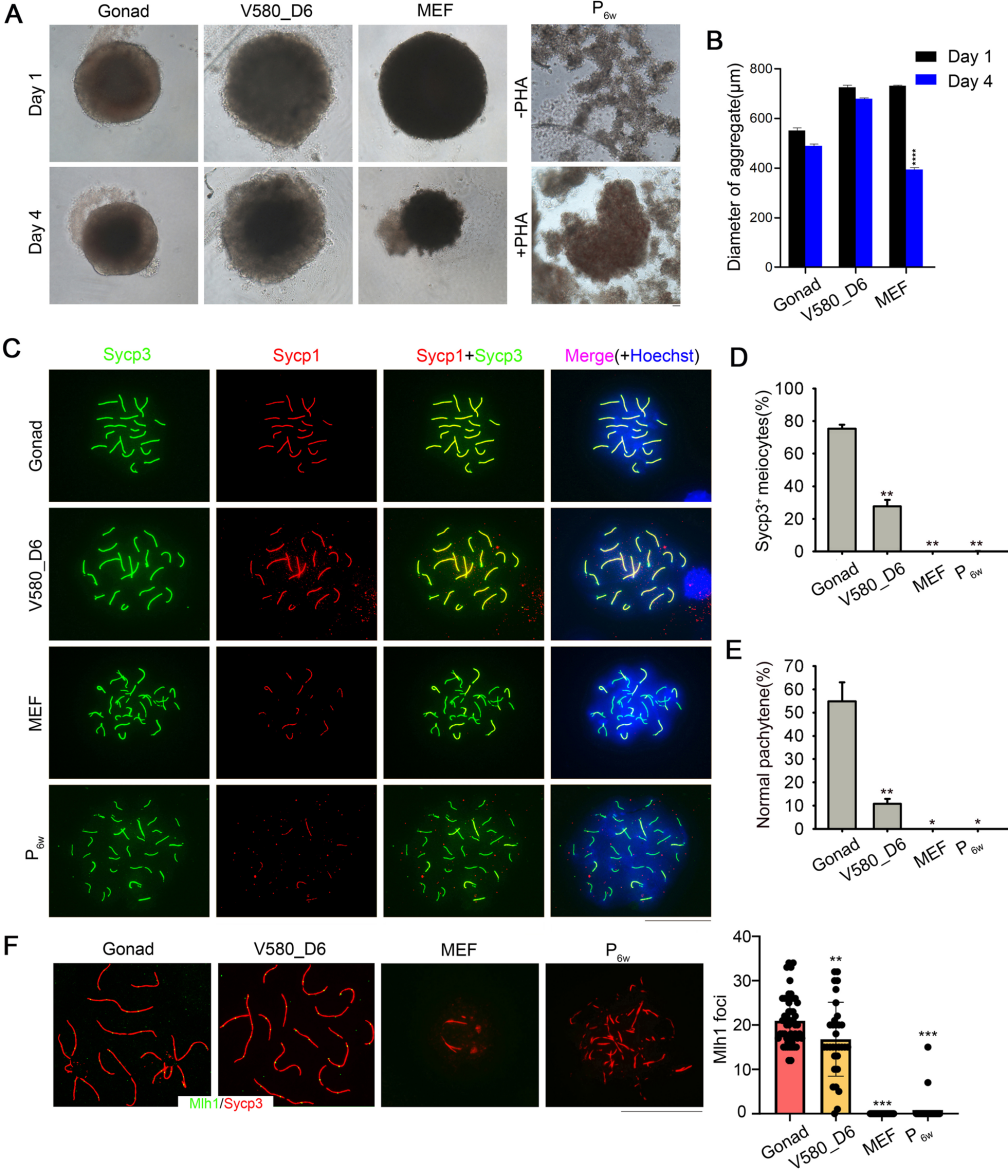
V580_D6 GSCLCs, but not MEF and P_6w_, promote meiosis. **A** Morphology of different cell types after aggregating with PGCs. Scale bar = 50 μm. **B** The diameter of aggregates. The size of MEF_aggregates was obviously smaller, and P_6w__aggregates did not form round structures even with PHA treatment, whereas Gonad_aggregates and V580_D6 aggregates did not change considerably in size. Bars = Mean ± SEM (*n* = 10). *P < 0.05; **P < 0.01; ***P < 0.001. **C** E12.5 female gonad reaggregation supports normal meiosis initiation in PGCs; V580_D6 GSCLCs can also support the normal meiosis of PGCs. In aggregates of MEF or P_6w_ with PGCs, only a small amount of Sycp3 expression was observed, and the expression of Sycp1 was inhibited or completely suppressed in some cases, resulting in the inability of PGCs to proceed with normal meiosis. Scale bar = 20 μm. **D** Proportion of PGCs that can initiate meiosis in the different groups. Sycp3^+^ cells could not be detected in MEF_ and P_6w__ aggregates. Bars = Mean ± SEM (*n* = 10). *P < 0.05; **P < 0.01; ***P < 0.001. **E** Percentage of normal synaptonemal complexes in different groups based on pachytene spread (*n* = 40). Bars = Mean ± SEM (n = 10). *P < 0.05; **P < 0.01; ***P < 0.001. **F** Statistics of Mlh1 foci per cell at the pachytene stage. No Mlh1 foci formed in MEF_ and P_6w__ aggregates. Bars = Mean ± SEM (n ≥ 10). *P < 0.05; **P < 0.01; ***P < 0.001. Scale bar = 20 μm

To determine the normality of meiosis progression in PGCs from different aggregates, we analyzed homologous chromosome pairing and synapsis via IF analysis of Sycp1/3 elements. Through co-staining of the Sycp1 and Sycp3 elements, normal meiosis progression was detected in V580_D6 and Gonad_ aggregates, whereas no normal pachytene meiocytes were detected in MEF_ and P_6w__ aggregates (Fig. 4C). Furthermore, Sycp3-positive (Sycp3^+^) cells were not detected in MEF_ and P_6w__ aggregates, thus confirming that the maturation of PGCs requires developmentally matched gonadal somatic cells. Twenty-seven percent of PGCs in V580_D6 aggregates differentiated into Sycp3^+^ meiocytes, which was lower than that observed in E12.5_aggregates (Fig. 4D). As the other control groups were highly atrophic with no normal meiocytes in pachytene, we did not determine their proportion of meiocytes. Sycp1 and Sycp3 formed the axial elements of the synaptonemal complex completed at the pachytene stage, and synaptonemal complex elements were detected in V580_D6 aggregates (Fig. 4E). In addition, the cell population induced by Vc or AM580 treatment alone did not initiate normal meiosis (Additional file 1: Fig. S4A, B). This was also confirmed by the fact that V580_D6 GSCLCs exhibited certain E12.5_GSCs’ function. Mlh1, a marker of meiotic recombination, was also detected in V580_D6 aggregates (Fig. 4F). As Wnt4 and R-spondin1 play significant roles in ovary development, their absence leads to partial sex reversal [55–58]. We designed three groups to assess the function of both factors in GSCLCs’ induction. First, we determined a concentration suitable for Wnt signaling pathway activation (Additional file 1: Fig. S4C) and aggregated with E12.5_PGCs (Additional file 1: Fig. S4D). No Sycp1/Sycp3 was detected in these aggregates (Additional file 1: Fig. S4D).

To determine the pathways underlying V580_D6 GSCLCs-stimulated meiosis initiation, we compared expression profiles between V580_D6 GSCLCs and E12.5_GSCs and delineated the genes and pathways altered in V580_D6 GSCLCs. The heatmap indicated that genes related to key pathways in E12.5_GSCs exhibited a similar expression pattern as in V580_D6 GSCLCs, however, at a lower level in MEF and P_6w_ (Additional file 1: Fig. S5A). PCA also confirmed that V580_D6 GSCLCs resembled E12.5_GSCs (Additional file 1: Fig. S5B). KEGG analysis indicated that genes essential for E12.5_GSCs development, such as those involved in the Wnt and Hippo signaling pathways, were upregulated in V580_D6 GSCLCs (Additional file 1: Fig. S5C). GO analysis also revealed a significant enrichment of genes for regulation of Wnt signaling, cellular response to retinoic acid, mesonephric development, and reproductive structure development (Additional file 1: Fig. S5D). 

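Against E12.5_GC, 7 of the 15 genes printed in Fig. S5E for the Hippo signalling pathway were higher in V580 cells at day 6 and 5 lower (limma, BH adjusted p below 0.05), and 0 of them changed at least 2-fold. The median log2 fold change of this list was 0.06. Of the 7 tested genes of the 8 printed for cellular response to retinoic acid, 3 were higher and 1 lower, with a median of -0.02. Adjusted over the list alone, the counts were again 7 and 5 for Hippo and 3 and 1 for retinoic acid. Camera gave p 0.93 and 0.94 and fry p 0.42 and 0.78 for Hippo and retinoic acid, both computed by limma from 3 against 3 libraries in the model of 15. The legend of Fig. S5E describes the expression of these genes as similar in both cell types, and the lack of changes of at least 2-fold does not contradict it. A rise of these lists in V580 cells against other cells was not tested here. The authors printed these genes from their own comparison, so that the lists are not independent evidence.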

Representative genes upregulated for cellular response to retinoic acid and the Hippo signaling pathway are listed (Additional file 1: Fig. S5E). 

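In the counts of the stages, each of the labelled genes of Fig. S6A was called between P_6w_ and E12.5 (edgeR, BH adjusted p below 0.05). Inhba rose from 2.24 CPM (SD 0.371) to 5536 (SD 431; log2 fold change 11.26, SE 0.202, edgeR BH adjusted p 1.64e-14) and Cyp11a1 from 3.96 (SD 0.293) to 1249 CPM (SD 54.7; 8.30, SE 0.172, p 4.91e-14). Inha rose from 120 to 29820 CPM (log2 fold change 7.95), Gja1 from 134 to 3686 CPM (4.79) and Inhbb from 37.5 to 733 CPM (4.29). Wt1 fell from 534 CPM (SD 3.59) to 32.2 (SD 0.0758; log2 fold change -4.05, SE 0.153, edgeR BH adjusted p 1.39e-11), Cyp26b1 from 13.8 to 1.03 CPM (-3.73), Nr2f2 from 200 to 69.9 CPM (-1.52) and Aldh1l2 by a log2 fold change of -2.89 (p 0.00251). Of the lists of Fig. 1B, 24 of 24 Hippo genes, 14 of 19 Wnt genes and 11 of 11 mesonephric genes were lower at P_6w_, and 0 were higher in each list. Their median log2 fold changes were -2.51, -2.23 and -1.97 with counts under 3 raised to 3, and camera gave p 0.0015, 0.002 and 0.0018. All 11 AMPK genes (median 1.74, camera p 0.0022) and all 19 tested steroidogenesis genes (median 3.02, computed in the same way, camera p 0.00025) were higher. Adjusted over the list alone, all of these counts were the same, and the authors chose the lists on the same libraries, so that they are not independent evidence. The P_6w_ and E12.5 libraries shared no lane. Between the 2 E16.5 libraries, of which the second shared the lane of P_6w_ and the first that of E12.5, the median log2 difference (second minus first) was 0.34 over the 5 labelled genes higher at P_6w_ and -0.31 over the 4 lower ones, so that lane alone does not account for these changes. Lists for gland development and apoptosis were not analysed here.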

In P_6w_, Wnt signaling, Hippo signaling pathway, mesonephric development, and gland development were upregulated to a lesser extent, whereas genes enriched for the AMPK signaling pathway, ovarian steroidogenesis, and apoptosis were highly expressed (Additional file 1: Fig. S6A-E). In MEF, the Wnt signaling pathway and steroid biosynthesis, which are indispensable in E12.5_GSCs, were not activated, whereas apoptosis-related pathways, such as the p53 signaling pathway, were activated (Additional file 1: Fig. S6F-K). 

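FPKM values were analysed for untreated cells (Con) and cells treated with Vc, AM580 or V580, each at 24 h and at 48 h, with 2 libraries per group. The paper describes the controls as day 0 and the sample labels as 24 h and 48 h, so that each treatment was compared with the control of its own time. The authors deposited these 16 libraries in the same FPKM table as the libraries of the V580 days. Genes with an FPKM of at least 1 in at least 2 libraries (10644 genes) were tested with limma-trend on log2(FPKM+1), in one model of the 16 libraries, at a BH adjusted p below 0.05 and at least 2-fold. The estimated depth ran from 16.4 to 22.3 times 1000000 fragments. On simulated values with 8 groups of 2, 100% of the changed genes were recovered with 0 false calls among 10036 genes. The first 3 principal components held 66.4%, 21% and 4.24% of the variance. Time changed the controls themselves: 7028 genes were called between Con at 48 h and at 24 h, 822 of them at least 2-fold. The FPKM table names the AM580 columns by 580 and the Vc columns by C, which the sample descriptions resolve.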

To further elucidate the underlying molecular mechanisms, we performed RNA-seq analysis of the transcriptome for control GSCLCs at day 0 as well as GSCLCs treated with Vc, AM580, or V580 for 24 h and 48 h. Compared with those in controls, after 24 h of induction, only 99 genes were upregulated and 76 were downregulated in the Vc-induced cell population; 259 were upregulated and 62 were downregulated in the AM580-induced cell population; 223 were downregulated and 410 were upregulated in the V580-induced cell population (Additional file 1: Fig. S7A, *P* value < 0.05, fold change ≥ 2). 

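At 24 h, limma called 6 genes higher and 3 lower with Vc than in Con, 39 higher and 4 lower with AM580, and 50 higher and 24 lower with V580 (BH adjusted p below 0.05, at least 2-fold). Without the fold threshold, 1443, 1580 and 3086 genes were called. Among the alternatives set beforehand that kept the fold threshold, the pseudocount moved the counts of 24 h most. With 0.1 in place of 1, they were 18 higher and 24 lower with Vc, and 134 higher and 85 lower with V580. The mean root mean square difference in log2(FPKM+1) from the Con libraries was 0.189 with Vc, 0.212 with AM580 and 0.26 with V580, against 0.102 to 0.15 within groups. Aqp3 rose most with V580 (log2 fold change 2.41) and with AM580 (2.29), followed by Themis2 (2.18) and Cyp26a1 (2.00) with V580 and by Cyp26a1 (2.02) and Pmp22 (1.95) with AM580. Enpp2 fell most with V580 (-2.53), AM580 (-1.89) and Vc (-1.05), and Ly6a rose most with Vc (2.02).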

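At 48 h, limma called 1 gene higher and 4 lower with Vc than in Con, 248 higher and 96 lower with AM580, and 196 higher and 143 lower with V580 (BH adjusted p below 0.05, at least 2-fold). Any fold change included, 1324, 6063 and 6078 genes were called. The difference from Con, measured in the same way, averaged 0.176 with Vc, 0.432 with AM580 and 0.436 with V580. Between V580 and AM580 at 48 h, 2046 genes were called, 28 of them at least 2-fold (3 higher, 25 lower). With V580 the largest rises were those of Cyp26a1, from 0.86 FPKM (SD 0.269) to 121 (SD 3.02; log2 fold change 6.04, SE 0.0903, limma BH adjusted p 1.32e-15), Hoxb4 (5.08) and Hoxb5 (4.66), and the largest falls were those of Mycn, from 65.5 to 3.54 FPKM (-3.88), Enpp2 (-3.78) and Foxd3 (-3.72). Cyp26a1 (5.63), Zfp703 (4.43) and Hoxb4 (4.38) rose most with AM580. With Vc alone, As3mt rose (1.12) and Ifitm1 fell most (-1.28).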

After 48 h of induction, 84 genes were upregulated and 90 were downregulated in Vc-induced cells; 480 were downregulated and 1180 were upregulated in AM580-induced cells; 609 were downregulated and 1194 were upregulated in V580-induced cells (Additional file 1: Fig. S7A). KEGG analysis indicated that genes enriched for Wnt signaling, reproductive system development, hormone metabolic process, and cellular response to retinoic acid, which are essential pathways for GSCs development, were upregulated after V580 stimulation for 48 h, which laid the foundation for their later differentiation into GSCLCs (Additional file 1: Fig. S7B). 

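The sum of the separate effects of Vc and AM580 left 384 genes whose V580 value at 48 h departed from it (113 above, 271 below; limma interaction, BH adjusted p below 0.05), 13 of them by at least 2-fold, and 4 genes at 24 h. Gata4 averaged 0.803 FPKM in Con at 48 h (SD 0.0857), 0.243 with Vc (SD 0.177), 5.52 with AM580 (SD 0.28) and 2.35 with V580 (SD 0.427; n = 2 each). Its log2 fold change against Con was 1.85 with AM580 (SE 0.102, limma BH adjusted p 1.48e-09) and 0.89 with V580 (SE 0.102, p 4.23e-06), and V580 lay below AM580 by -0.97 (p 1.41e-05). Pou5f1 averaged 456 FPKM in Con, 373 with Vc, 189 with AM580 and 187 with V580 (V580 against Con -1.28). Nanog was 17.9 FPKM in Con, 18.8 with Vc, 26 with AM580 and 17.3 with V580 (V580 against Con, limma BH adjusted p 0.44). It rose with AM580 by a log2 fold change of 0.52 (limma BH adjusted p 5.64e-07), and V580 lay below AM580 by -0.56 (p 1.95e-06). At 24 h, Nanog was higher with V580 (48.7 FPKM) than in Con (32.2 FPKM, limma BH adjusted p 5.23e-07). Of a fixed list of gonadal somatic genes, 5 could be tested, of which 2 were higher and 1 lower with V580. The paper reasons from the terms of Fig. S7B that pathways GSCs need are already raised by V580 at 48 h, and concludes that this prepares the cells to become GSCLCs.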

Genes enriched for canonical Wnt signaling and response to retinoic acid are listed (Additional file 1: Fig. S7C, D).

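Of the 28 genes printed in Fig. S7C for canonical Wnt signalling, 23 were in the FPKM table and 19 could be tested. All 19 were higher with V580 at 48 h (limma, BH adjusted p below 0.05), 6 of them at least 2-fold, with a median log2 fold change of 0.95. Of the 14 genes of Fig. S7D for response to retinoic acid, 9 were in the table and 8 could be tested, and all 8 were higher, 5 of them at least 2-fold, with a median of 1.64. Adjusted over the list alone, the counts were again 19 and 8. Over the 143 combinations of list and comparison, camera gave BH adjusted p values of 0.0029 and 0.0065 and fry 3.7e-13 and 5.2e-13, so that both calls held in both tests. With AM580 alone the same 19 and 8 genes were higher, with medians of 1.15 and 1.86, and with V580 against AM580 2 Wnt genes were higher and 10 lower. With Vc alone at 48 h, 3 Wnt genes were higher and 2 lower, and 1 retinoic acid gene was higher and 2 lower. The authors chose the lists on these libraries, so that they are not independent evidence. Among the listed genes were Zfp703 (0.598 to 31.4 FPKM, log2 fold change 4.34), Folr1 (21.8 to 69.2 FPKM, 1.62), Mest (62.2 to 291 FPKM, 2.21), Lefty1 (log2 fold change 1.83) and Tie1 (0.363 to 4.21 FPKM, 1.93).

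**Figure D4:**
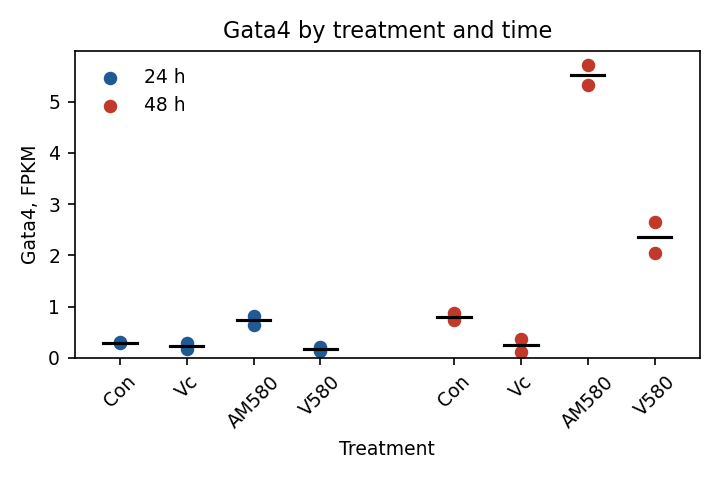
Gata4 expression (FPKM, vertical axis) in Con, Vc, AM580 and V580 cells at 24 h and 48 h (horizontal axis), with one point per library (n = 2) and the mean marked. At 48 h the means were 0.803, 0.243, 5.52 and 2.35 FPKM.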

### Resemblance of CD63^+^_GSCLCs to E12.5_GSCs

To determine the cell type present among V580_D6 GSCLCs, we performed 10 × Genomics sequencing in triplicate. 

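UMI counts of 1 sample of V580_D6 GSCLCs were analysed, which is the only 10x sample among the sample labels, whereas the paper states triplicates. The authors ran Cell Ranger with mm10 and deposited a table of UMI counts of 15412 barcodes and 32285 genes. Their filter was at least 200 genes and at most 40% mitochondrial counts per cell, which left 15315 cells and 20448 genes found in at least 3 cells, and left out 97 barcodes. The kept cells had a median of 9281 UMIs (885 to 179817), 3074 genes (368 to 10305) and 3.36% mitochondrial counts. From the counts on, scanpy was run with scaling to 10000 per cell, 2000 variable genes, 20 principal components, 20 neighbours and Leiden clustering at a resolution of 0.5, which gave 11 clusters. The authors used Seurat 3.0 together with published E12.5 cells, which were not used here. A cluster was given the type whose Fig. 5 markers scored highest, where the score was at least 0.5, and other clusters were left without a type. On simulated cells of known types, 100% were given their own type (13366 genes). Cells are not replicates, so that no test between conditions was made.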

We compared the V580_D6 GSCLCs single-cell data with the previously published 10 × sequencing data from E12.5 gonads (including germ cells and gonadal cells) [51]. Seurat was used to integrate the two datasets together for unified analysis. 

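Clusters carried the Fig. 5 markers of interstitial, mesothelial and granulosa cells. The endothelial-like cluster was named by its Kdr score, although Kdr was more frequent in the mesothelial-like clusters. Col1a1 had a UMI in 93.7% of the cells of the interstitial-like cluster (1520 cells), and Upk3b in 69.8% and 81.8% of the cells of the pair of mesothelial-like clusters (3313 and 1756 cells). Fst and Wnt6 marked separate clusters: Fst had a UMI in 65.5% of the 1298 cells of one granulosa-like cluster and in 11.5% of the other, and Wnt6 in 10.6% and 77.1% (1029 cells). Foxl2 had a UMI in 0.693% and 2.53% of the cells of these clusters. Its share was higher in the mesothelial-like clusters (2.9% and 2.79%) and the interstitial-like one (2.89%), and lower in the endothelial-like one (0.221%). It was 1.3% in the neuronal cells, which should lack it (1 cell in a cluster of 77 cells with Tubb3 and Stmn2). The endothelial-like cluster (1355 cells) had the highest mitochondrial share, a median of 15.8%, and 2025 UMIs per cell. Kdr had a UMI in 18.4% of its cells, against 46.5% and 54.8% in the mesothelial-like clusters, and Cdh5 in 0.148%. Nr5a1 had a UMI in 0.0392% of all cells and Gata4 in 19.5%. Gata4 was most frequent in the Fst cluster (62.2% of its cells). It had a UMI in 27.9% and 35.8% of the cells of the mesothelial-like clusters, 11.1% of the Wnt6 cluster and 9.67% of the interstitial-like one.

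**Figure D5:**
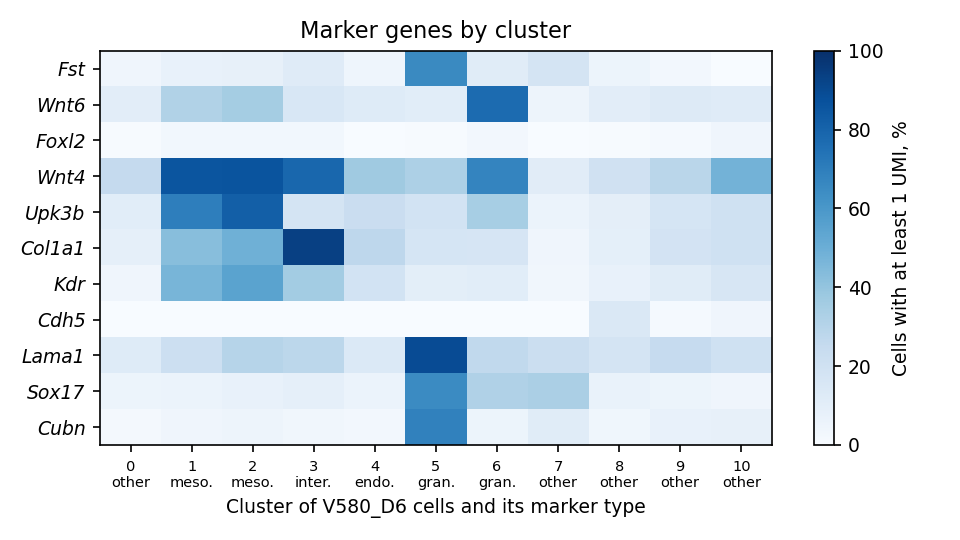
Percent of cells with at least 1 UMI (color scale) of each gene (vertical axis) in each of the 11 clusters of V580_D6 GSCLCs with its type (horizontal axis), from 15315 cells of 1 sample. Col1a1 reached 93.7% in the interstitial-like cluster and Cdh5 0.148% in the endothelial-like one.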

The mesothelial cells, endothelial cells, interstitial cells, and granulosa cells present in E12.5_GSCs were also among the V580_D6 GSCLCs. 

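Of the 15315 V580_D6 cells, 15.2% were granulosa-like (2327 cells; 95% Wilson interval 14.6 to 15.8%), 33.1% mesothelial-like (5069 cells; 32.4 to 33.8%), 9.92% interstitial-like (9.46 to 10.4%) and 8.85% endothelial-like (8.41 to 9.31%). The intervals count cells of 1 sample and hold no variation between samples. The granulosa-like share includes the 1298 cells of the Fst cluster. In that cluster, the value of a fixed extraembryonic endoderm list stood at percentile 100 of 10000 random lists. The gonadal somatic list stood at percentile 0.02 there and at 0 in the Wnt6 cluster. The share therefore counts cells by Fst and Wnt6 and does not show that they are granulosa cells. Among the alternatives, the clustering resolution moved a share most: at 0.3, 35.8% of the cells were interstitial-like and 16% mesothelial-like, and 0% endothelial-like. The share of granulosa-like cells ranged from 13.7% with at most 10% mitochondrial counts to 19.7% with at least 1000 genes per cell. The E12.5_GSC cells of the paper were not used here.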

The proportions of endothelial cells and mesenchymal cells were similar to those in vivo, however, that of precursor granulosa cells was relatively low, accounting for only 14%, compared with values of up to 60% in E12.5_GSCs. In addition, the proportion of unknown cell types was as high as 28% (Fig. 5A, B).

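Clusters without a type held 32.9% of the cells (5044 cells; 95% Wilson interval 32.2 to 33.7%). The largest of them had 3435 cells (22.4% of all) with a median of 1460 UMIs, against 9281 over all cells, and the next had 847 (5.53%) and 660 cells (4.31%). A further 0.503% were neuronal cells, and 25 cells (0.163%) had Zscan4c and Zscan4d among the genes that set them apart. With at least 1000 genes per cell, the share without a type was 17.5%. From the proportions in Fig. 5A, B, the paper concludes that V580_D6 GSCLCs hold the somatic cell types of the E12.5 gonad, with fewer granulosa cells and a share of cells it could not assign.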

**Fig. 5:**
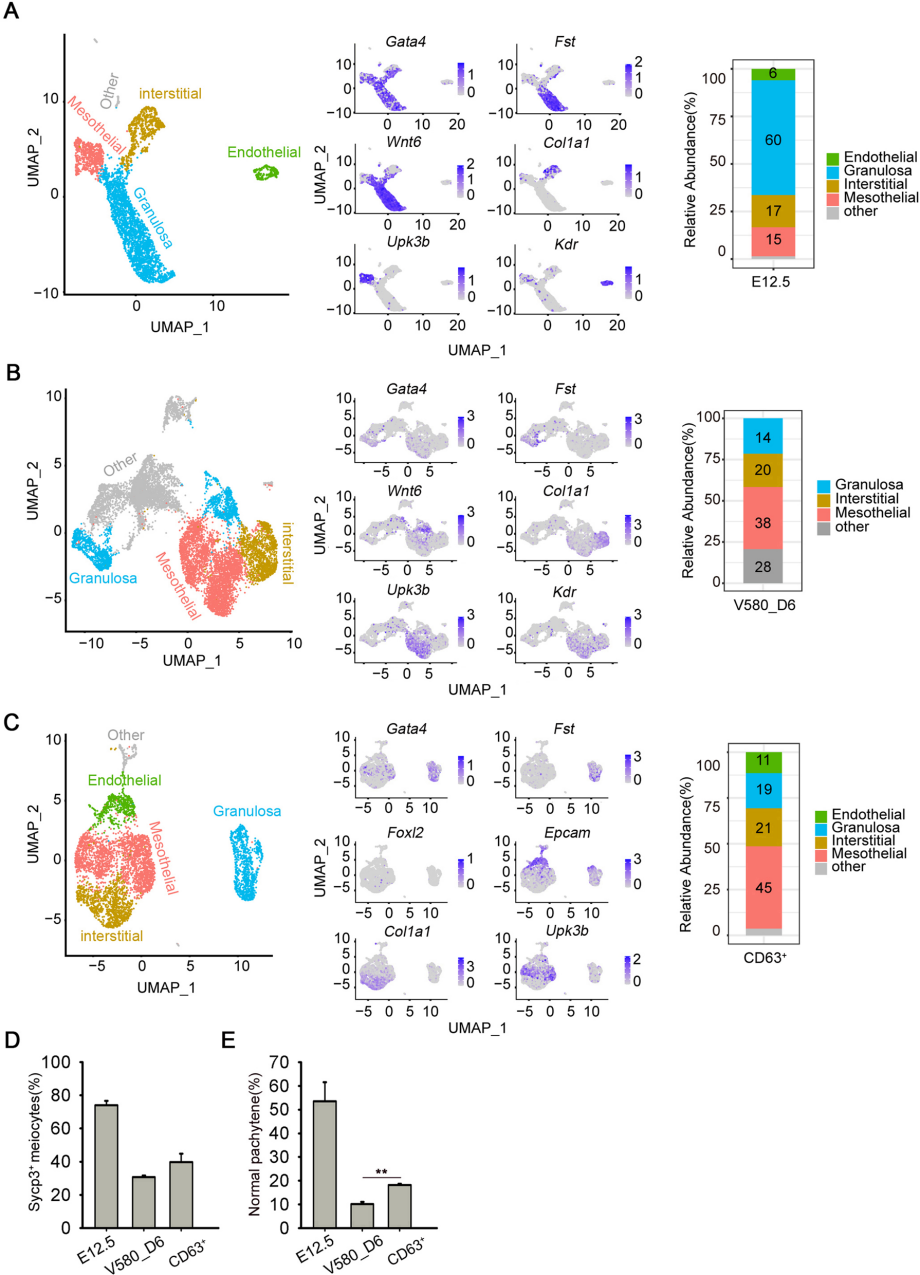
Cell types in the induced GSCLCs revealed by single-cell RNA-seq analysis. **A** Left: U-map showing the distribution of E12.5_GSCs. Middle: Marker genes are indicated by color; expression gradually increases from gray to blue. Right: Proportion of each cell cluster at E12.5. **B** Left: U-map showing the distribution of V580_D6 GSCLCs. Middle: Marker genes are indicated by color; expression gradually increases with from gray to blue. Right: Proportion of each cell cluster among V580_D6 GSCLCs. **C** Left: U-map showing the distribution of CD63^+^_GSCLCs Middle: Marker genes are shown by the color; expression gradually increases from gray to blue. Right: Proportion of each cell cluster among CD63^+^_GSCLCs. **D** Percentage of PGCs that can initiate meiosis in the CD63^+^ group was slightly upregulated. **E** Percentage of synaptonemal complexes in the CD63^+^ group based on pachytene spread (*n* = 40) was significantly upregulated. Bars = Mean ± SEM (*n* = 10). *P < 0.05; **P < 0.01; ***P < 0.001

Following filtering based on CD63 expression (CD63^+^_GSCLCs), the GSCLCs population resembled E12.5_GSCs to a greater extent. The various cell types present in E12.5_GSCs were observed among CD63^+^_GSCLCs, including 45% mesothelial cells, 11% endothelial cells, 21% interstitial cells, and 19% granulosa cells. The precursor granulosa cells increased from 14 to 19%, and the proportion of unknown cell types was greatly reduced (Fig. 5C). Aggregates with CD63^+^_GSCLCs (CD63^+^_aggregates) exhibited an increased proportion of PGCs initiating meiosis compared with V580_D6 aggregates (Fig. 5D). Proportion of PGCs in the pachytene stage was also significantly increased (Fig. 5E).

To further confirm that the CD63^+^_GSCLCs indeed shared E12.5_GSCs’ function, we cultured the aggregates with gonad medium for 1 day, followed by separation using MACS columns and RNA-seq analysis of the PGCs transcriptome (Fig. 6A). PCA showed good repeatability and indicated that transcriptome of PGCs in Gonad_ and CD63^+^_ aggregates were similar (Fig. 6B). PGCs separated from Gonad_ and CD63^+^_ aggregates were readily distinguishable from MEF_ and P_6w__ aggregates based on global gene and specific marker expression (Fig. 6C, D). Numerous genes related to meiosis, including *Dazl* and *Stra8*, were upregulated in PGCs isolated from CD63^+^_ and Gonad_ aggregates (Fig. 6E).

**Fig. 6:**
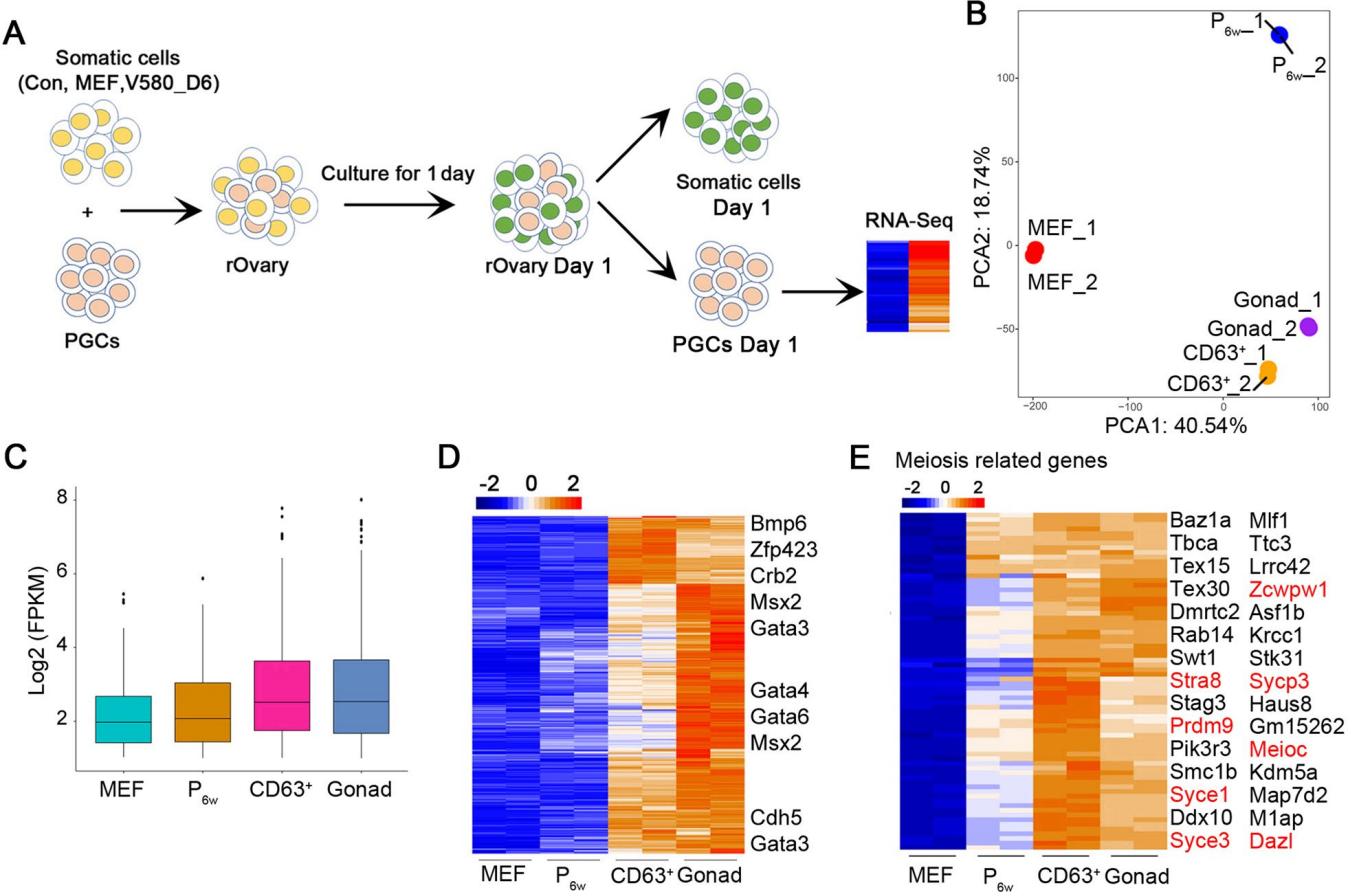
PGCs aggregated with CD63^+^_GSCLCs display transcriptome resembling PGCs aggregated with E12.5_GSCs. **A** Schematic illustration of PGC separation and collection. **B** PCA using all genes tested showing close relationship between CD63^+^ and gonad. **C** Boxplot showing global gene expression in CD63^+^, MEF, and P_6w_ compared with gonad by RNA-seq. **D** Heatmap highlighting the expression pattern of upregulated genes in CD63^+^, MEF, and P_6w_ compared with Gonad by RNA-seq. **E** Pheatmap showing expression of meiosis related genes in CD63^+^, MEF, P_6w_ and Gonad

### Vasa-positive (Vasa^+^) cells in follicles of Gonad_ and CD63^+^_ rOvaries

GO and KEGG analysis of CD63^+^_GSCLCs revealed enrichment of retinoic acid related pathways and Hippo signaling in granulosa cell populations and Wnt-related pathway enrichment in interstitial cell populations. In the endothelial cell population, pathways related to endothelial cell proliferation and response to estradiol were enriched, whereas pathways related to mesonephric development and Hippo signaling were enriched in the mesothelial population (Fig. 7A). These pathways are also activated in the E12.5_GSCs population.

**Fig. 7:**
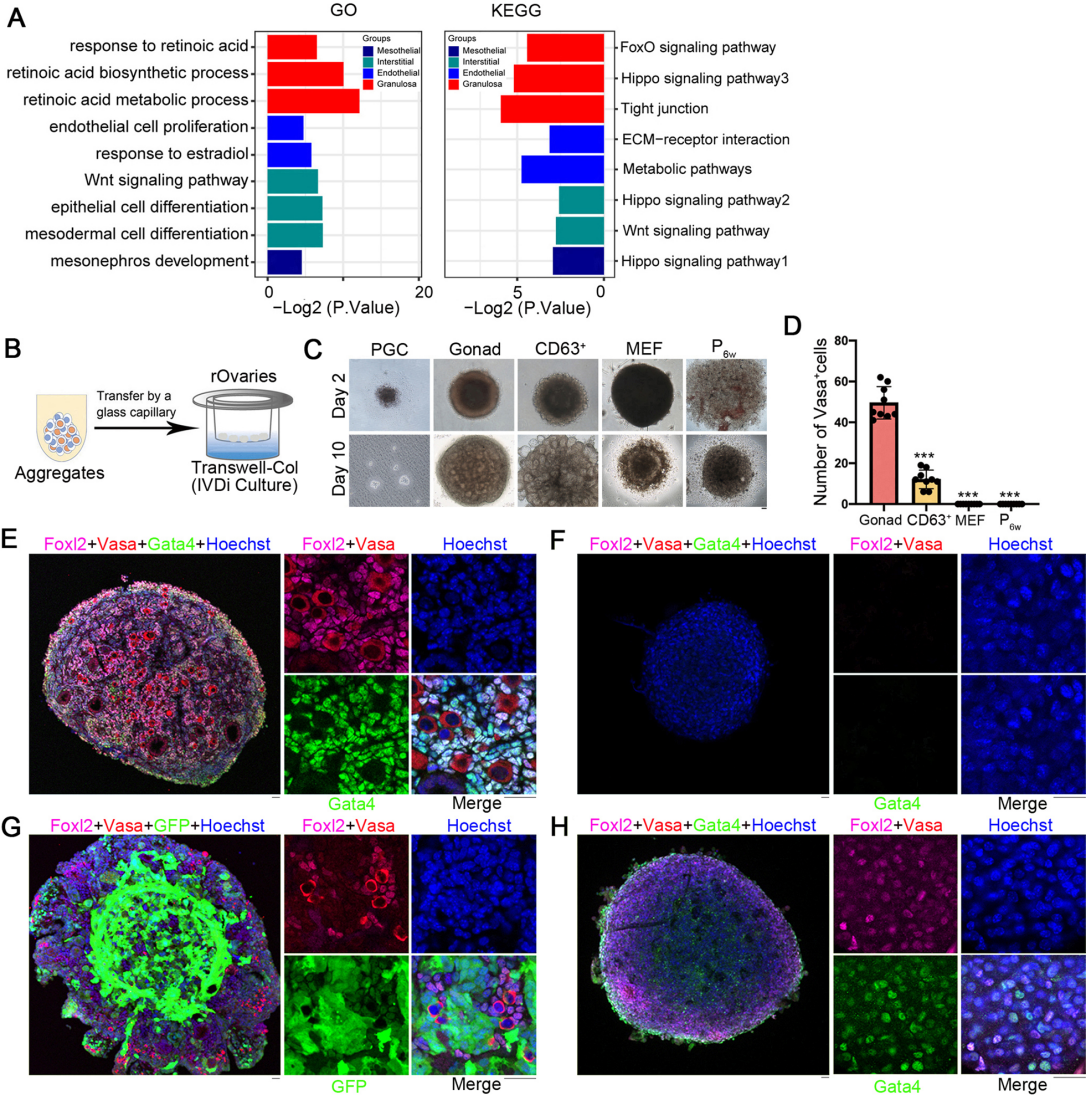
Vasa^+^ cells can be detected in CD63^+^_rOvaries cultured for 10 days. **A** GO and KEGG analysis of CD63^+^_GSCLCs. **B** Schematic of the IVDi culture. **C** Morphology of rOvaries in the culture system on day 2 and day 10. Scale bar = 50 μm. Pure PGC is scattered and nearly disappears on day 10. Scale bar = 50 μm. **D** Proportion of Vasa^+^ cells in different groups. Vasa^+^ cells can be detected in Gonad_ and CD63^+^_ rOvaries cultured for 10 days in vitro, but no such cells were observed in MEF_ and P_6w__ rOvaries. Bars = Mean ± SEM (*n* = 10). *P < 0.05; **P < 0.01; ***P < 0.001. **E** Distribution of Vasa, Foxl2, and Gata4 in E12.5_rOvaries. Scale bar = 20 μm. **F** Distribution of Vasa, Foxl2, and Gata4 in MEF_rOvaries. Scale bar = 20 μm. **G** Distribution of Vasa, Foxl2, and Gata4 in CD63^+^_rOvaries, GFP: CD63^+^_GSCLCs. Scale bar = 20 μm. **H** Distribution of Vasa, Foxl2, and Gata4 in P_6w__rOvaries. Scale bar = 20 μm

We attempted to reconstruct the oogenesis in vitro [33]. In this method (Fig. 7B), the cell population was first cultured in a low-adhesion 96-well plate for 2 days to form the aggregates, which were then transferred onto Transwell membranes, followed by culture under in vitro differentiation (IVDi) conditions. The follicle-like structures formed by CD63^+^_rOvaries was similar to that formed by the reaggregation of E12.5 gonads in vivo (Fig. 7C). Immunofluorescence microscopy revealed Vasa^+^ cells in Gonad_ and CD63^+^_ rOvaries cultured for 10 days in vitro, however, no such cells were observed in MEF_ or P_6w__ rOvaries (Fig. 7D–H). In CD63^+^_rOvaries cultured for 21 days, we detected Vasa^+^ cells in later stage (Additional file 1: Fig. S8), further verifying that CD63^+^_GSCLCs indeed support the development of PGCs to form follicles. However, the efficiency was far lower than that of the normal developing follicles in rOvaries formed from E12.5_GSCs.

## Discussion

We have been able to generate GSCLCs from ESCs via small-molecule treatment compounds. Specifically, combined treatment with Vc and AM580 induced GSCLCs from ESCs. *Gata4* and *Foxl2* expression gradually increased throughout the induction process, in line with the established *Foxl2* upregulation during gonad development. Induction for short time is insufficient for achieving appropriate GSCLCs, yet prolonged induction tends to have more matured somatic cells. Through PCA and other analysis, we found that the transcriptome of V580_D6 GSCLCs resembled that of E12.5_GSCs and can support the initiation of meiosis in PGCs. Although V580_D6 GSCLCs did so to a relatively limited extent, control cells, MEF, and P_6w_ did not stimulate meiosis at all. In these groups, few PGCs exhibited Sycp3 expression, and Sycp1 was negligibly expressed. Moreover, V580_D6 GSCLCs partially exhibited E12.5_GSCs’ function. Whereas cell sorting for CD63 revealed high similarity between E12.5_GSCs and CD63^+^_GSCLCs, which promote PGCs to undergo follicuologenesis containing Vasa^+^ cells, suggesting that CD63^+^_GSCLCs and E12.5_GSCs engage in similar functions.

Mature oocytes with full potency were generated through culturing ESCs and induced pluripotent stem cells. Moreover, pluripotent stem cell lines were re-derived from the oocytes that were generated in vitro, thereby recapitulating the full female germline cycle in a dish [33]. However, all of these culture systems require matched somatic cells, which are obtained from embryos at E12.5. Yoshino et al. reported that fetal gonadal somatic-like cells can be induced from ESCs [41]. Our data complemented the findings of Yoshino et al., demonstrating that fetal gonadal somatic-like cells can be induced by only two small molecules from ESCs, which function to promote meiosis induction and progression. Nevertheless, considerable research is required before the induced cells can be made to exert the same function of E12.5_GSCs.

## Conclusion

In summary, our preliminary study demonstrates that fetal gonadal somatic-like cells can be induced by only two small molecules from ESCs, which function to promote meiosis induction and progression. We believe that our study adds contribution to the literature because the approach described will facilitate more in-depth studies of oocyte production as well as research into the potential treatment of female infertility.

## Supplementary Information

**Additional file 1**. Supplementary Figures and Legends. Supplementary Figures S1-S8. Supplementary Table S1.

## Data Availability

Relevant datasets have been uploaded as part of additional files. The accession numbers of RNA-seq data reported in this study is GEO: GSE181501. Data of E12.5_GSCs (10 × Genomics) were downloaded from NCBI [51]: GSE128553. The dataset used and/or analyzed during the current study are available from the corresponding author upon reasonable request.

## Abbreviations

ESCs: Embryonic stem cells
E12.5_GSCs: E12.5_gonadal somatic cells
PGCLCs: Primordial germ cell like cells
PGCs: Primordial germ cells
E12.5_GSCLCs: E12.5_GSC-like cells

# Supplementary material for: Induction of meiosis by embryonic gonadal somatic cells differentiated from pluripotent stem cells
**Source:** Stem Cell Res Ther. 2021 Dec 20;12:607. doi: 10.1186/s13287-021-02672-4
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures and Legends. Supplementary Figures S1-S8. Supplementary Table S1.

**Supporting Information:**

**Induction of meiosis by embryonic gonadal somatic cells differentiated from pluripotent stem cells**

**Wang, *et al.***

**The Following Files are Included:**

**Supplementary Figures and Legends**

**Supplementary Figures S1-S8**

**Supplementary Table S1**

**Supplementary Figures and Legends**

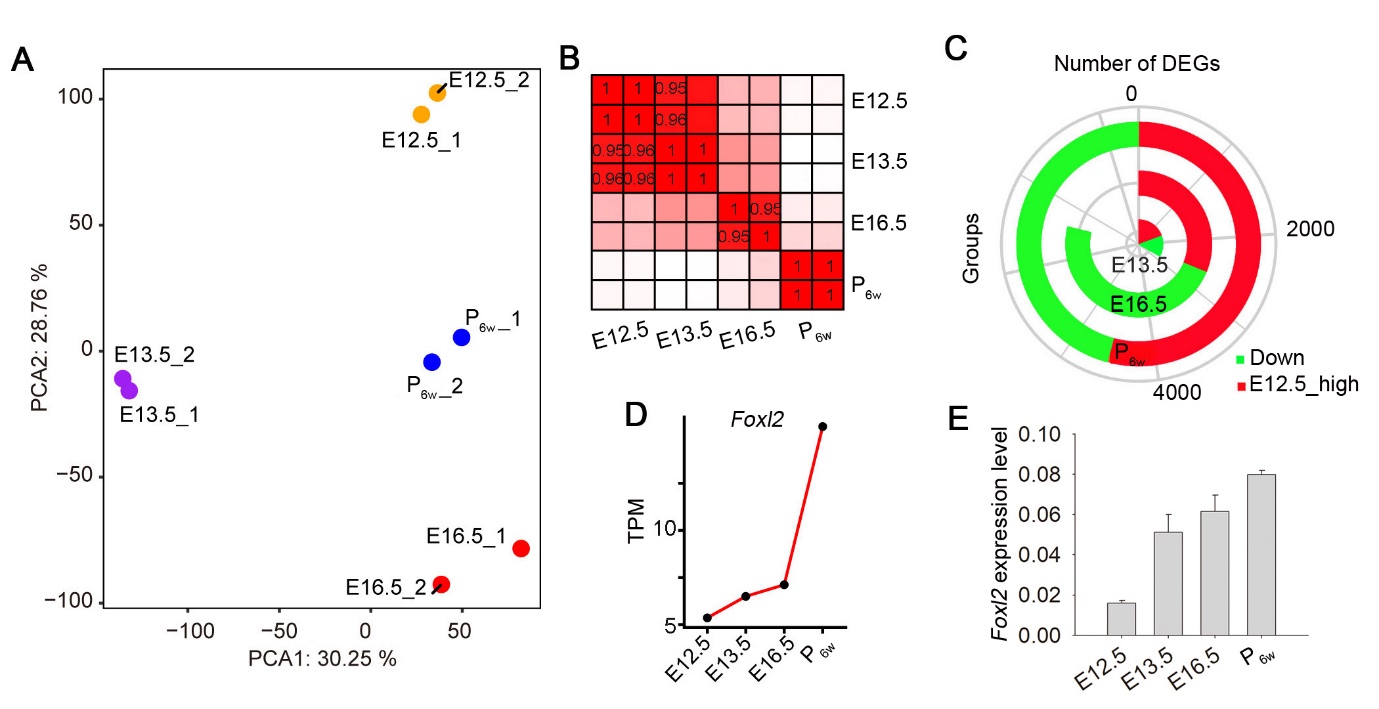

**Supplementary Figure** **S1. Transcriptome analysis of somatic cells at different stages of development.**

(A) PCA of E12.5, E13.5, E16.5, P_6w_ showing good repeatability.

(B) Pearson's correlation coefficient graph analysis of E12.5, E13.5, E16.5, and P_6w_. The value of 1.0 represents the total positive correlation, and 0 represents no correlation between two samples.

(C) Differential expression analysis showing the number of DEGs of E13.5, E16.5, and P_6w_ compared with E12.5. The number of DEGs were gradually increased with the development of gonads.

(D) Line chart showing expression level of *Foxl2* in each stage by RNA-seq data.

(E) *Foxl2* expression was gradually upregulated during embryonic gonad development.

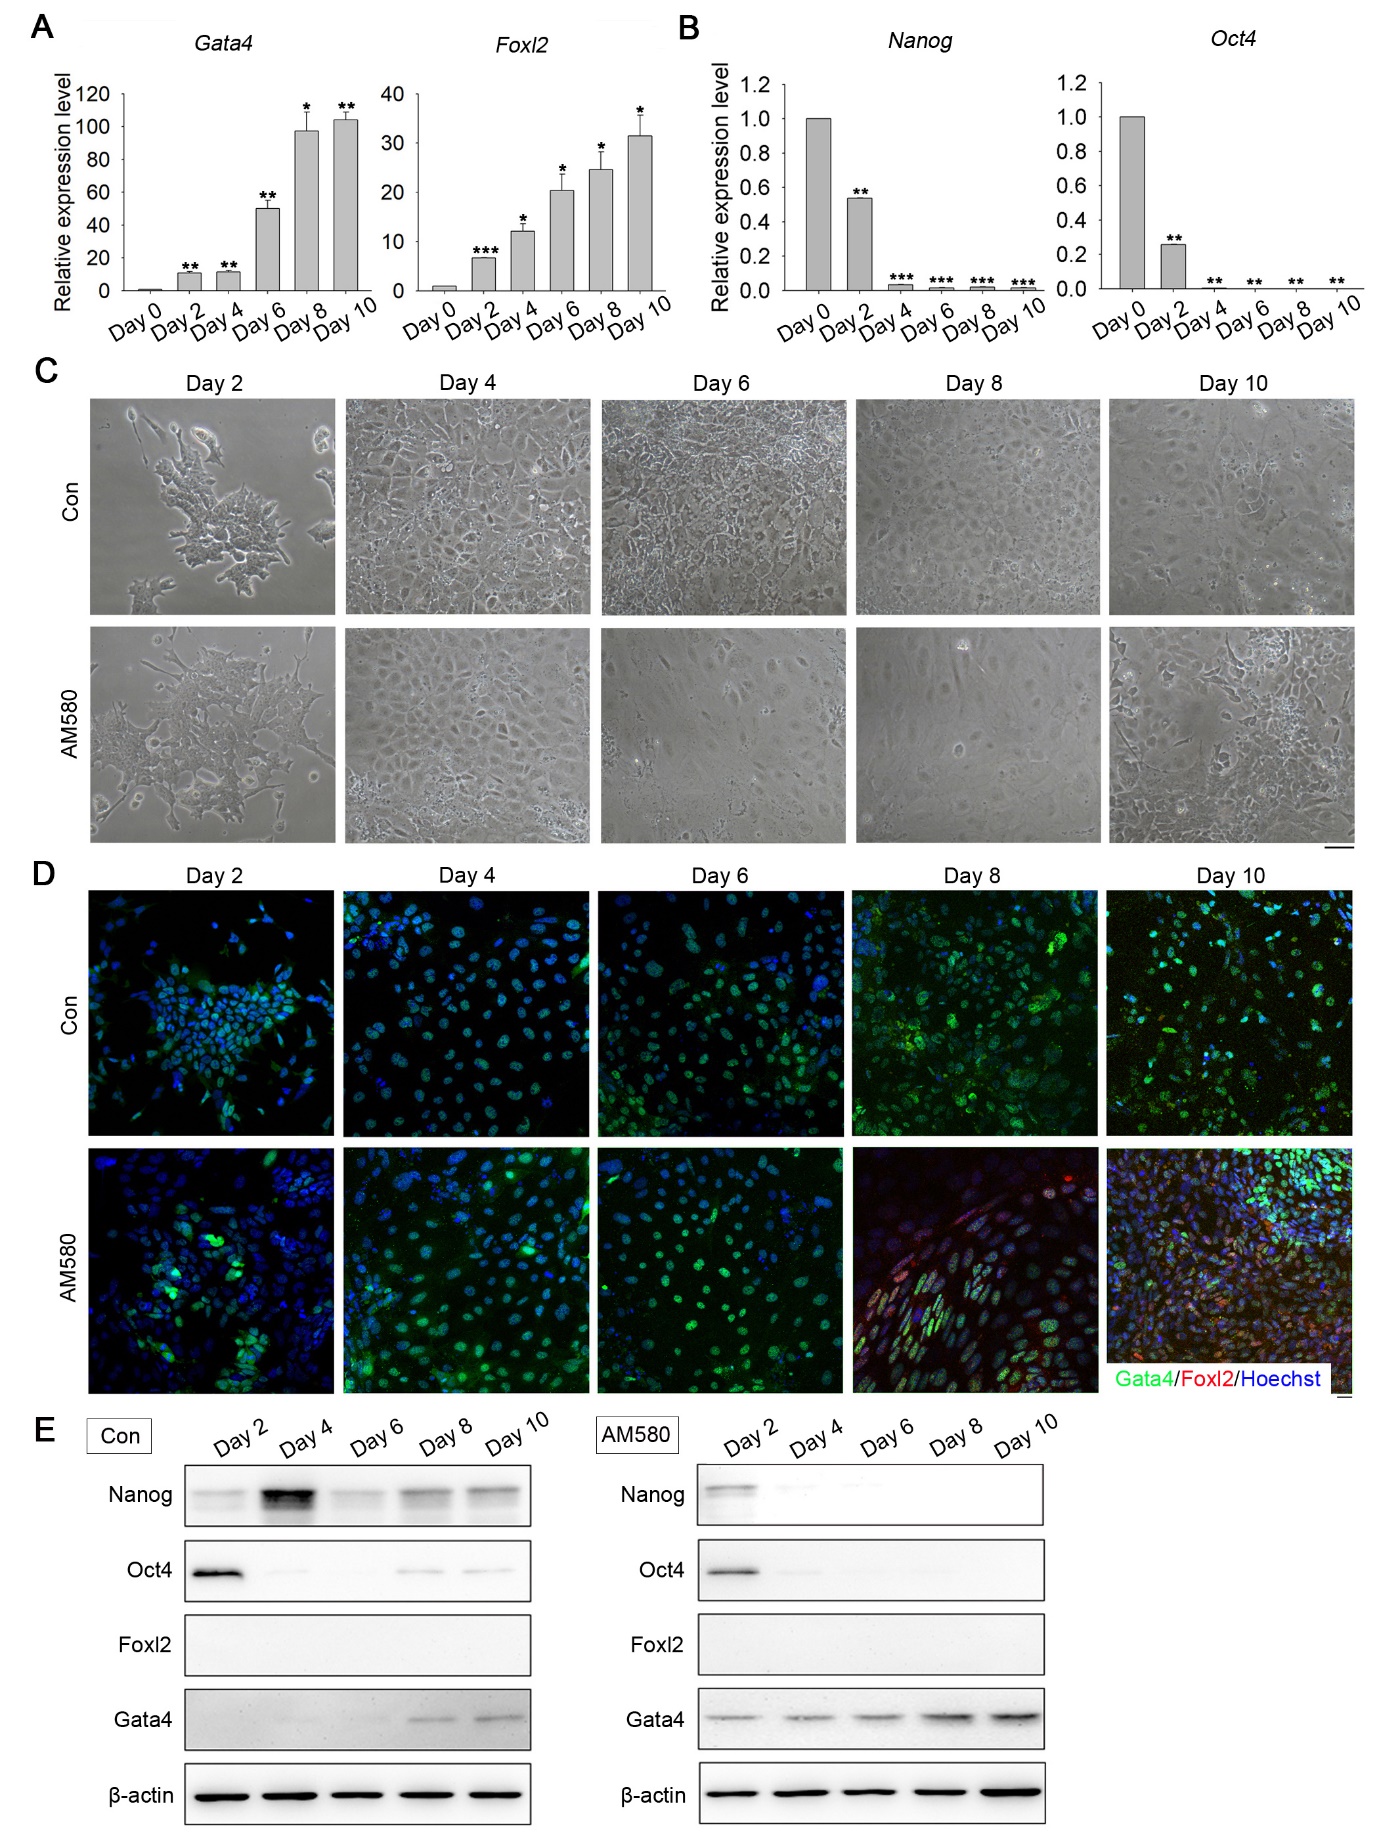

**Supplementary Figure S2. AM580 treatment induced expression of Gata4 and of Foxl2 to a lesser extent.**

(A) mRNA expression levels of *Gata4* and *Foxl2* by qPCR in GSCLCs induced by AM580 treatment. Bars = Mean± SEM (n = 3). * P <0.05, ** P <0.01, *** P <0.001.

(B) mRNA expression levels of *Nanog* and *Oct4* by qPCR in GSCLCs induced by AM580 treatment. Bars = Mean± SEM (n = 3). * P <0.05, ** P <0.01, *** P <0.001.

(C) Morphology of GSCLCs induced by Con and AM580 treatment. Scale bar = 100 μm.

(D) Immunostaining of Gata4 and Foxl2 in GSCLCs induced by AM580 treatment. Scale bar = 20 μm.

(E) Protein levels of pluripotency markers (Nanog and Oct4) and E12.5_GSCs markers (Gata4 and Foxl2) in GSCLCs were determined using western blot analysis. β-actin served as a loading control. Left: control group; right: AM580-treated group.

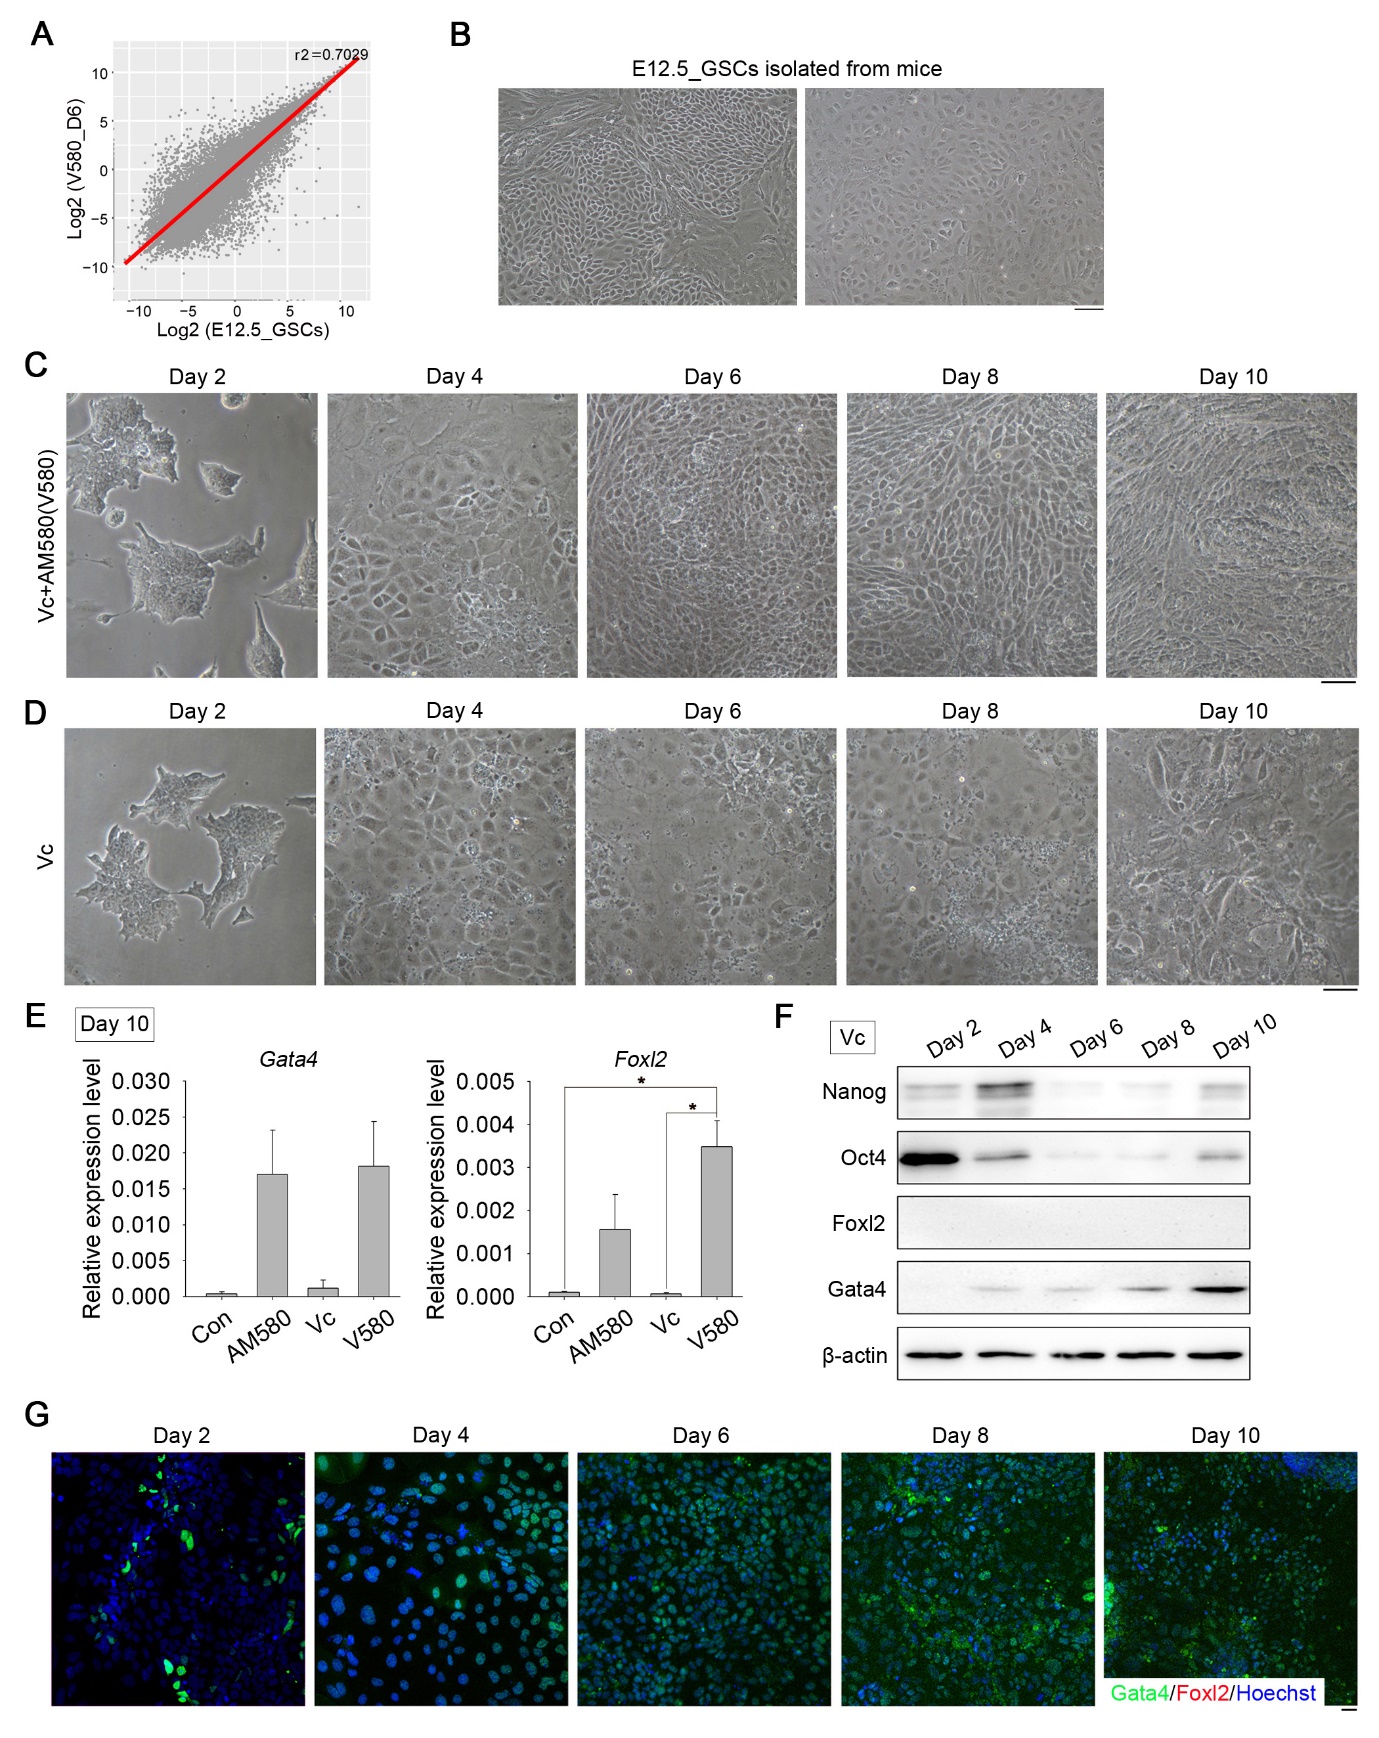

**Supplementary Figure S3. Vc alone could not induce Foxl2 expression.**

(A) Correlation analysis showed that the similarity of V580_D6 GSCLCs and E12.5_GSCs based on the overall transcriptome reached 70.29%.

(B) Morphology of E12.5_GSCs cultured in a well. Scale bar = 100 μm.

(C) Morphology of GSCLCs induced by V580 treatment. Scale bar = 100 μm.

(D) Morphology of GSCLCs induced by Vc treatment. Scale bar = 100 μm.

(E) Treatment with Vc alone did not induce *Foxl2* expression even at day 10, whereas *Gata4* was slightly upregulated. Bars = Mean± SEM (n = 3).*, P <0.05, **, P <0.01, ***, P <0.001.

(F) Protein levels of pluripotency markers (Nanog and Oct4) and E12.5_GSCs markers (Gata4 and Foxl2) in GSCLCs induced by Vc treatment, as determined using western blot analysis. β-actin served as a loading control.

(G) Immunostaining of Gata4 and Foxl2 in GSCLCs induced by Vc treatment. Scale bar = 20 μm.

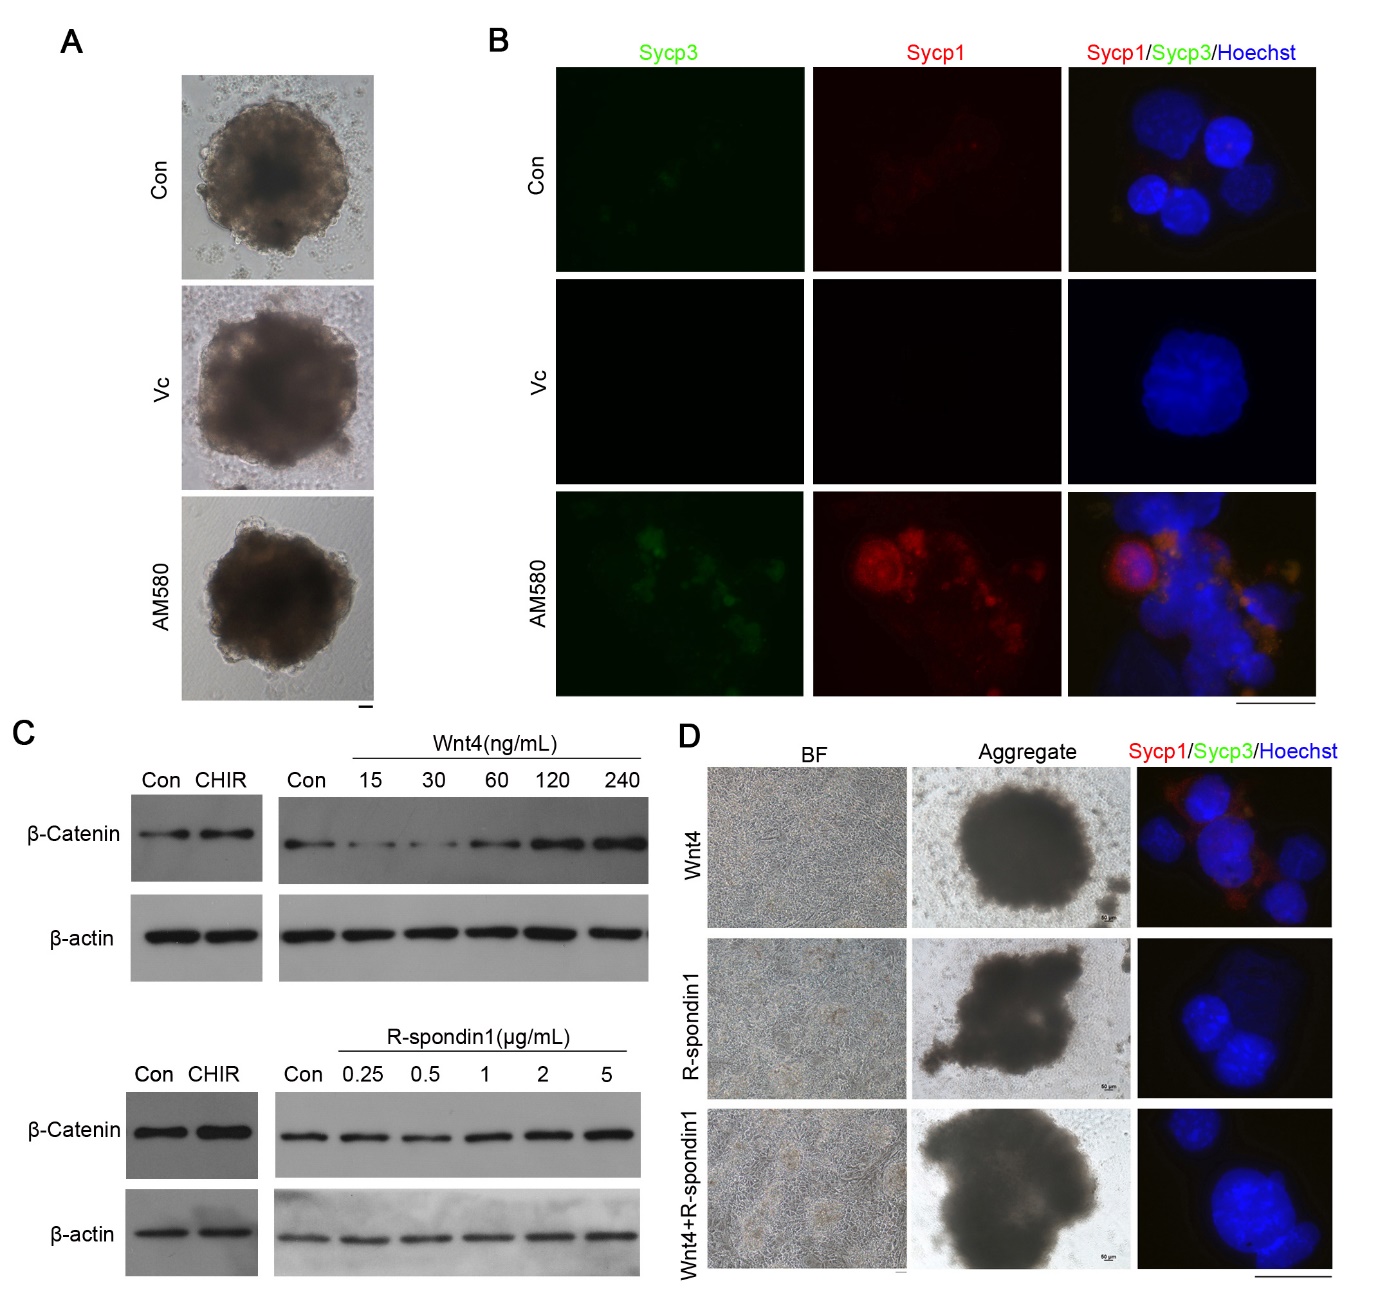
**Supplementary Figure S4. GSCLCs induced by only Vc, AM580, Wnt4, R-spondin1, or Wnt4+R-spondin1 cannot initiate meiosis.**

(A) Morphology of their aggregates induced by Vc or AM580 with E12.5_PGCs. Scale bar = 50 μm. Con: ESCs induced without molecules served as a control. Scale bar = 50 μm.

(B) No Sycp3-positive meiocytes were detected in these groups. Scale bar = 20 μm.

(C) Optimal concentrations of Wnt4 and R-spondin1 for activating the Wnt signaling pathway; 120 ng/mL Wnt4 and 5 μg/mL R-spondin1 were used.

(D) Morphology of GSCLCs induced by Wnt4 and R-spondin1 and their aggregates with PGCs. No Sycp3-positive meiocytes were detected in these groups. Left scale bar = 50 μm, middle scale bar = 50 μm, right scale bar = 20 μm.

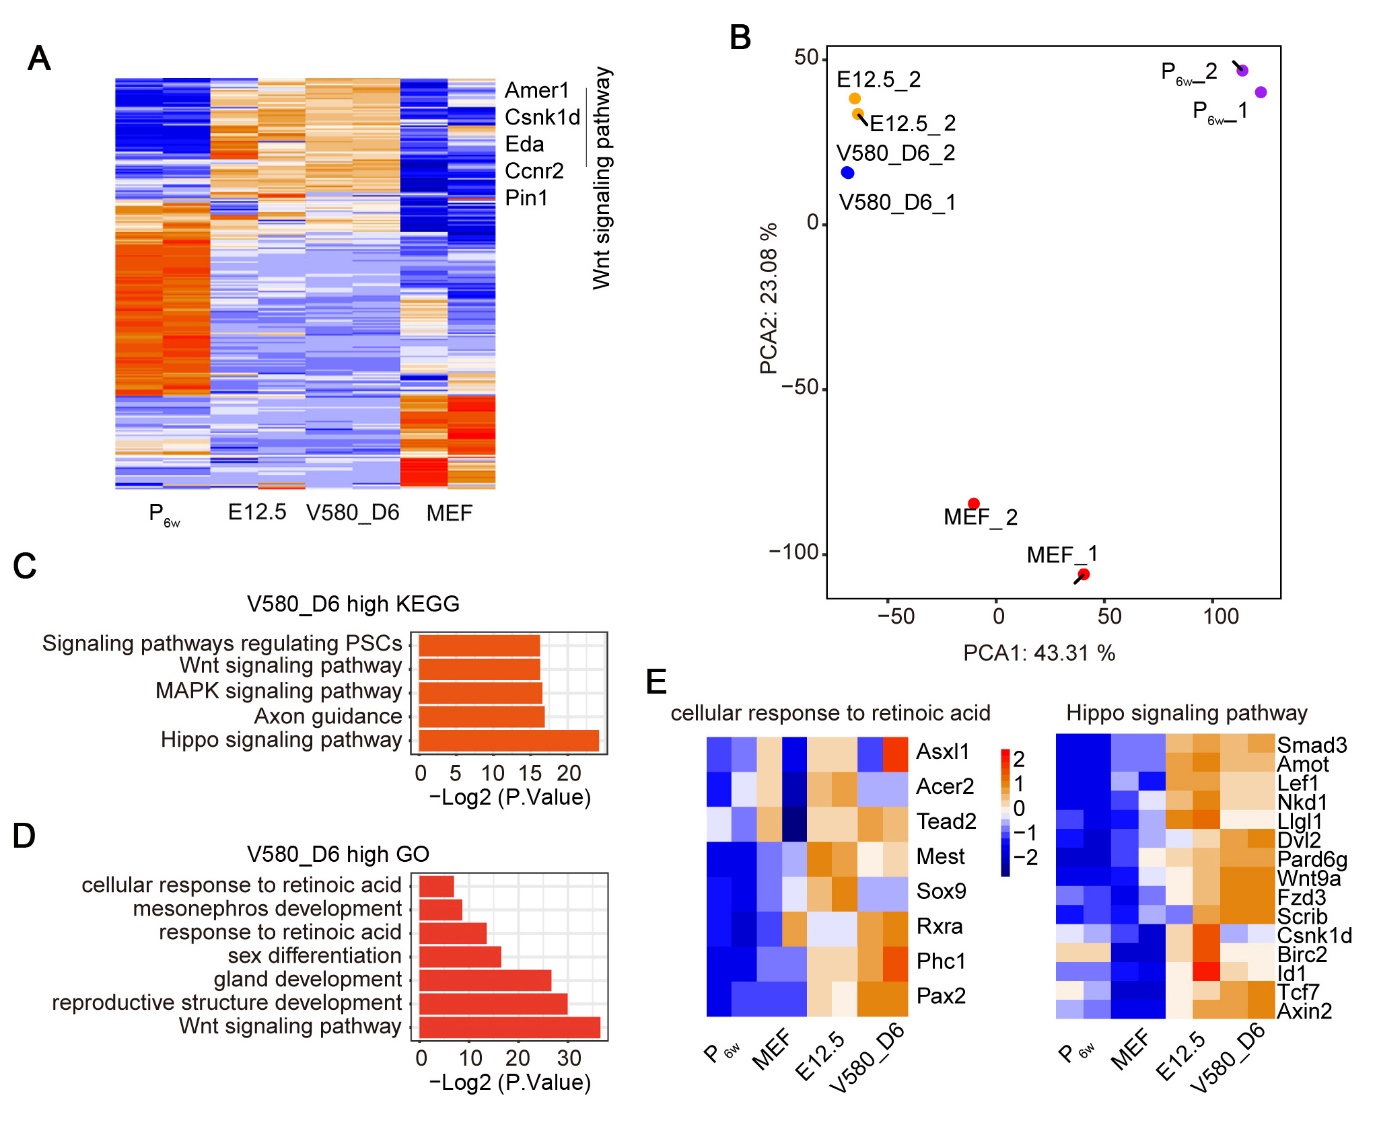

**Supplementary Figure S5. The reason why V580_D6 GSCLCs can stimulate normal meiosis progression.**

(A) Pheatmap showing DEGs in MEF, V580_D6 GSCLCs, E12.5_GSCs, and P_6w_.

(B) PCA showing similar expression between E12.5_GSCs and V580_D6 GSCLCs.

(C) KEGG analysis of pathways activated in V580_D6 GSCLCs.

(D) GO terms enriched in V580_D6 GSCLCs.

(E) Similar gene expression patterns in V580_D6 GSCLCs and E12.5_GSCs associated with the cellular response to retinoic acid and the Hippo signaling pathway.

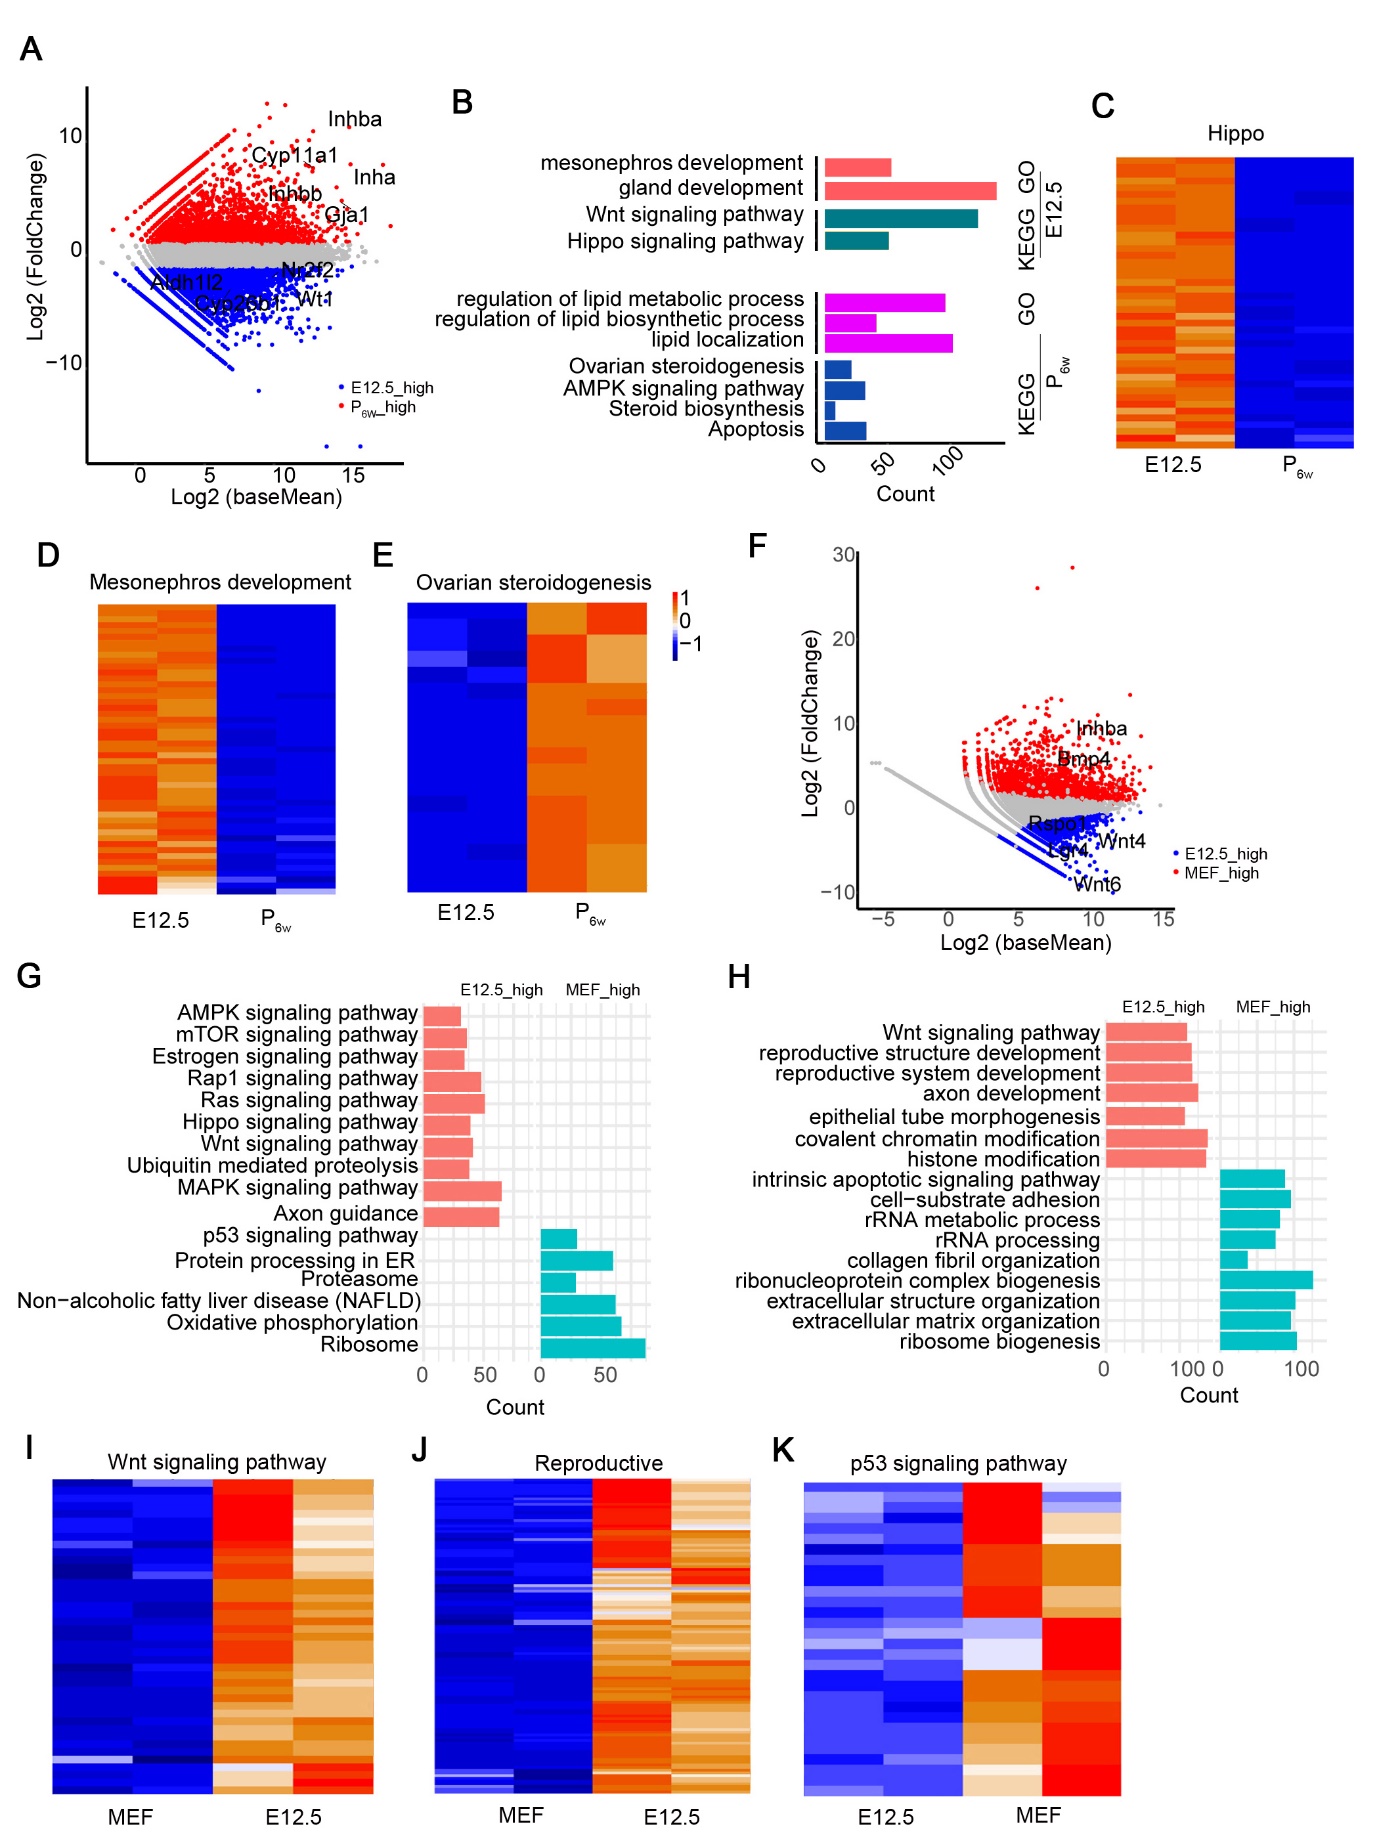

**Supplementary Figure S6. Comparison of transcriptomes between P_6w,_ MEF and E12.5_GSCs.**

(A) Scatter plot showing DEGs between E12.5 (E12.5_GSCs) and P_6w_.

(B) KEGG and GO analysis of DEGs between E12.5_GSCs and P_6w_.

(C-E) Representative GO terms in Hippo signaling, Mesonephros development, Ovarian steroidogenesis.

(F) Scatter plot showing differential gene expression between E12.5_GSCs and MEF.

(G) KEGG analysis of DEGs between E12.5_GSCs and MEF.

(H) GO analysis of DEGs between E12.5_GSCs and MEF.

(I-K) GO terms in Wnt signaling, Reproductive process and p53 signaling pathway.

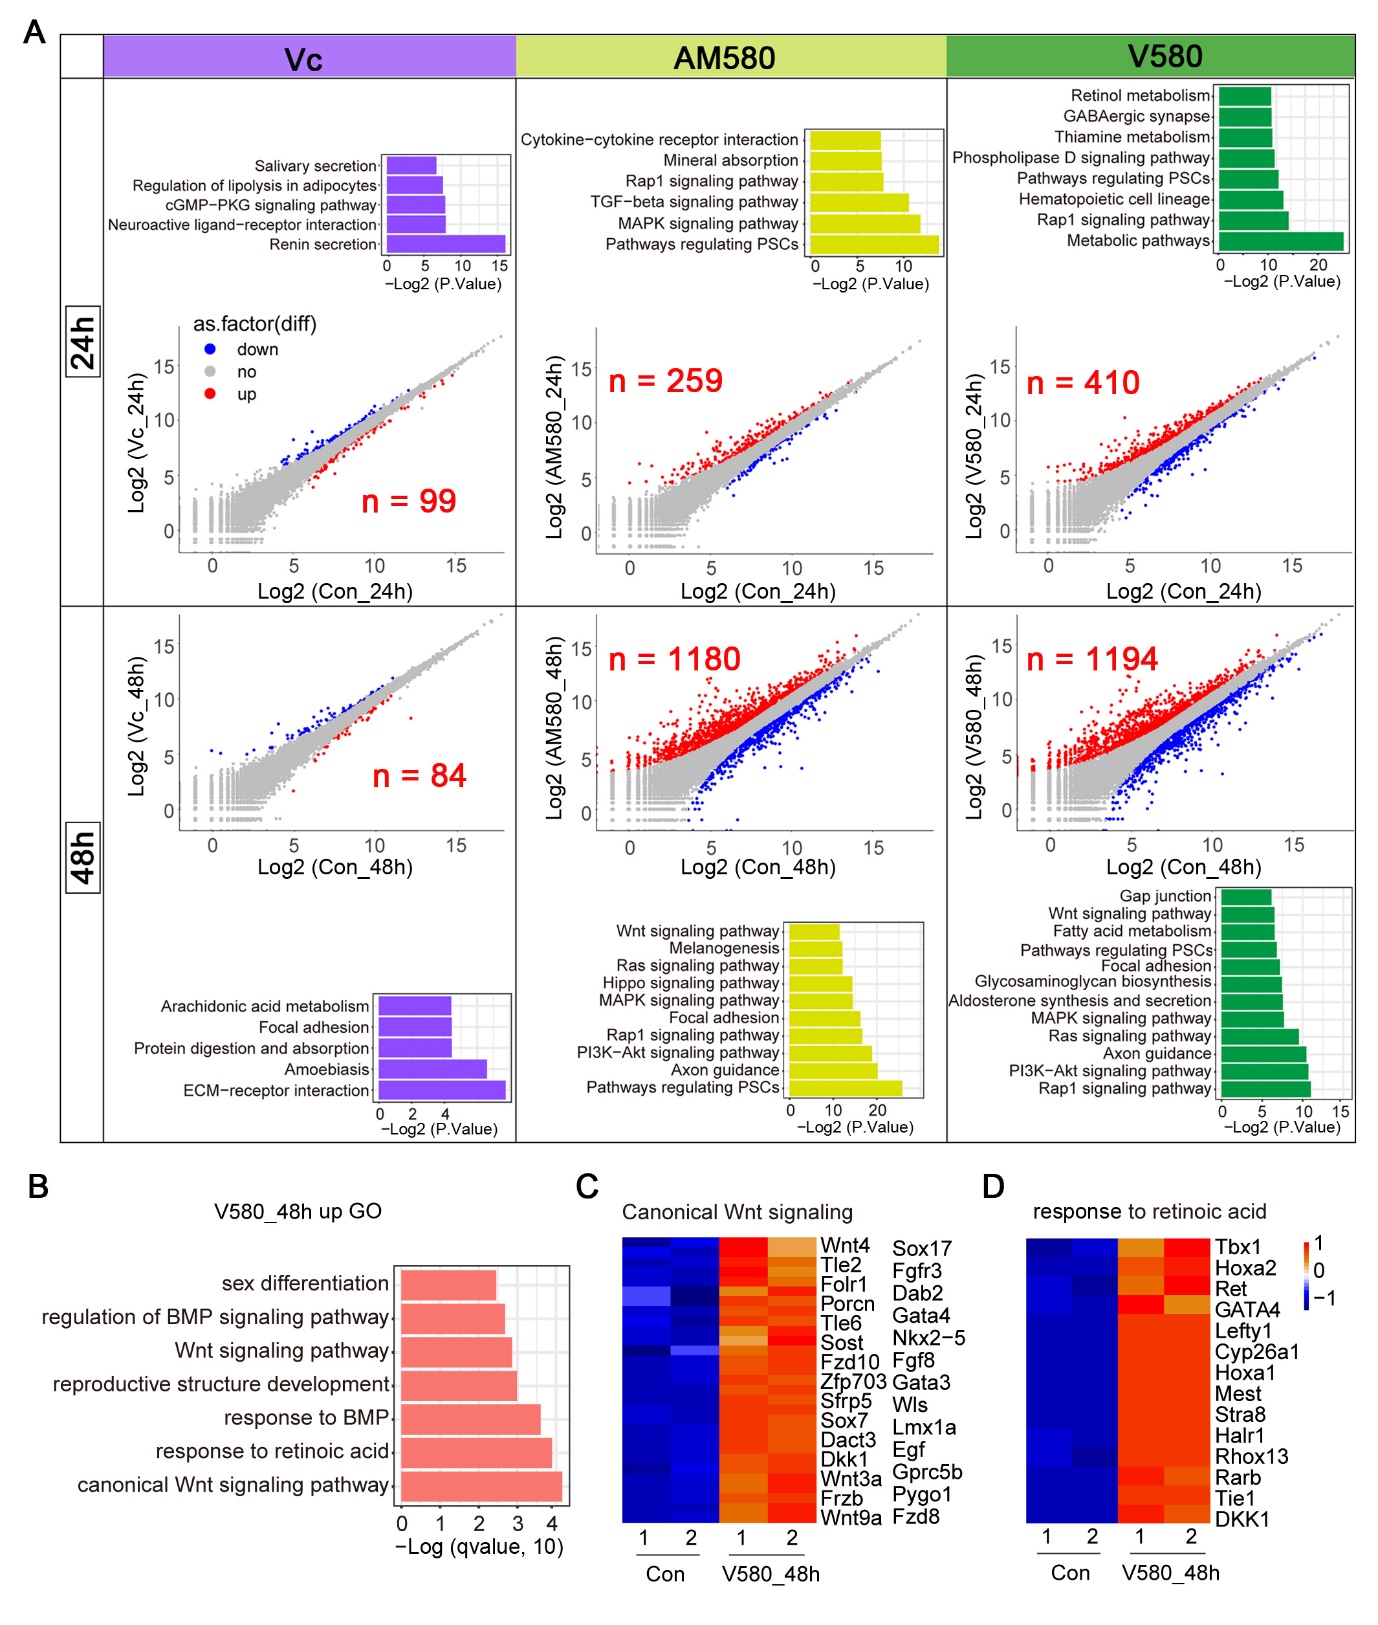

**Supplementary Figure S7: Retinoic Acid- and Wnt-related pathways were activated after V580 treatment for 48 h.**

(A) Scatterplots for global transcription and KEGG analysis of the upregulated genes. Parallel diagonal lines indicate two-fold threshold for expression differences (P < 0.05).

(B) GO analysis of upregulated genes in V580_48h.

(C) GO terms in Canonical Wnt signaling.

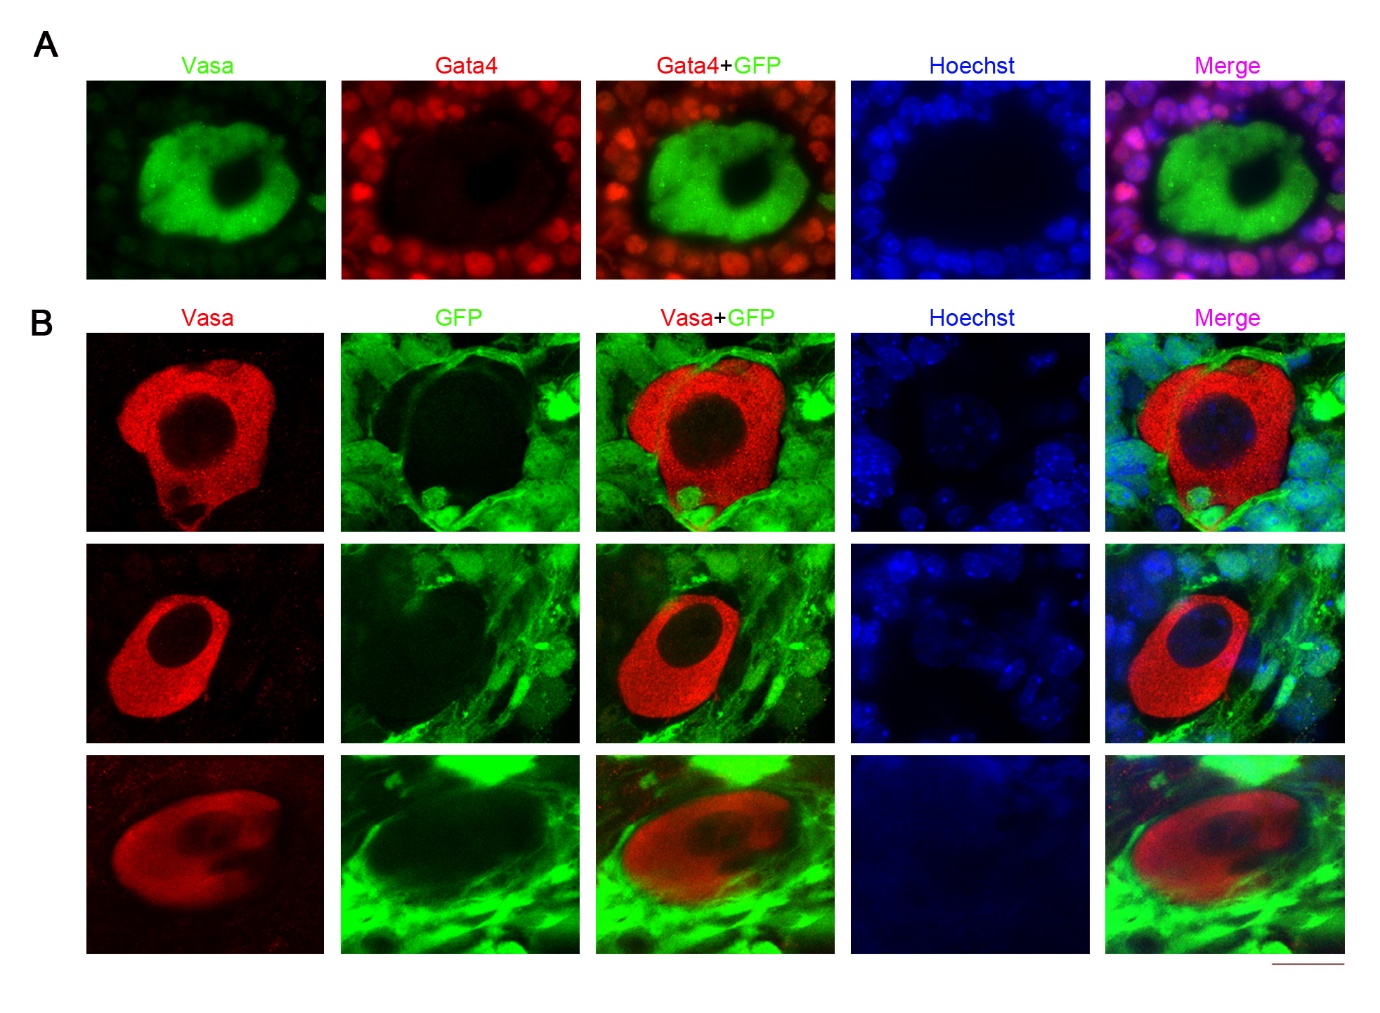
(D) GO terms in response to retinoic acid.

**Supplementary Figure S8: Vasa^+^ cells in later developmental stage in Gonad_rOvaries and CD63^+^_rOvaries.**

(A) Vasa^+^ cells in later stage in Gonad_rOvaries cultured on Transwell membranes for 21 days. D2+21: cultured in 96 well to form aggregates for 2 days, then cultured on Transwell membranes for another 21 days. Scale bar = 10 μm.

(B) Vasa^+^ cells in CD63^+^_rOvaries can develop to the later stage of ovary development. Scale bar = 10 μm. GFP: GSCLCs.

**Supplementary Table S1. Primers for qPCR analysis.**

| **Genes** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| *Gapdh* | TCAACAGCAACTCCCACTCTTCCA | ACCACCCTGTTGCTGTAGCCGTAT |
| *Gata4* | GAGCTGGCCTGCGATGTCTGAGTG | AAACGGAAGCCCAAGAACCTGAAT |
| *Foxl2* | ACAACACCGGAGAAACCAGAC | CGTAGAACGGGAACTTGGCTA |
| *Nanog* | TTGCTTACAAGGGTCTGCTACT | ACTGGTAGAAGAATCAGGGCT |
| *Oct4* | TTGGGCTAGAGAAGGATGTGGTT | GGAAAAGGGACTGAGTAGAGTGTGG |

How the deposited data were processed for this re-analysis (not part of the article)

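The values were taken from the processed tables of the study, and no reads were aligned here. The authors deposited whole-number counts per gene symbol for the GSCs of 4 stages, made with Hisat2 and featureCounts on mm10. The authors deposited FPKM per gene symbol for the V580 days, the E12.5_GC libraries and the treatments at 24 h and 48 h, without counts, and the paper's text names no tool for that unit. The authors deposited UMI counts for 1 10x sample, made with Cell Ranger on mm10. A further table with 10 columns of values was not used here, because its columns could not be matched to samples, and so the comparisons of PGCs were left out. The Smart-seq2 cells, the CD63-sorted cells and the published E12.5 cells were not used here either.

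The counts of the stages were filtered with filterByExpr, normalized with TMM and tested with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, in one model of 8 libraries without a replicate term. Genes were called at a BH adjusted p below 0.05. DESeq2 1.42.0 was run as an alternative, since the paper names it. Correlations and r2 across genes were computed without p values. The FPKM values were tested with limma 3.58.1 (limma-trend) on log2(FPKM+1), for genes with an FPKM of at least 1 in at least 3 libraries (V580 days) or 2 libraries (24 h and 48 h), in one model per experiment, and called at a BH adjusted p below 0.05 and at least 2-fold. The r2 values of V580 libraries were compared between days, and list scores between V580 and E12.5_GC, by exact permutation of libraries. The test of list scores takes the V580 libraries of all days as replicates of a single group. Adjusted p values of single genes are BH adjusted p values of edgeR for the stages and of limma for FPKM.

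The 10x counts were processed with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15. Cells with at least 200 genes and at most 40% mitochondrial counts were kept, the limits the paper states, and genes in at least 3 cells. The filters set no upper limit on UMIs per cell and held no step for doublets, so that doublets may remain among the kept cells. Counts were scaled to 10000 per cell and logged. The clustering used 2000 variable genes, 20 principal components, 20 neighbours and Leiden at a resolution of 0.5 with seed 0. Each cluster took the type with the highest marker score of at least 0.5, with Fst and Wnt6 for granulosa, Col1a1 for interstitial, Upk3b for mesothelial and Kdr for endothelial cells.

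Gene positions, lengths and GC content came from a copy of the GENCODE vM21 annotation of GRCm38 supplied for this work, the build that the paper calls mm10. Of the genes tested in the stages, 98.6% had a length and GC content there.

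Genes were named one by one where the paper's text or the labels of Fig. S6A name them, and otherwise as the 3 largest rises and 3 largest falls among called genes with a group mean of at least 5 CPM or FPKM in the higher group and no overlap between the replicates. A gene with at most 3 counts in every library of a group was given as a bound on its fold change, and list medians of the stages were computed with counts under 3 raised to 3 where a list held such genes. Other genes named were chosen after the values were seen, among them Ddx3y, Dhh, Afp, Dazl, Sycp3, Xist, Cdh5, Lama1, Cubn, Sox17 and Foxa2.

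The lists printed in Fig. 1B, S5E, S6A, S7C and S7D, and lists of gonadal somatic, adult granulosa, extraembryonic endoderm, pluripotency, germ cell, meiosis, fibroblast, endothelial and erythroid genes, were fixed before the values were read. The lists of Y-linked, Sertoli, fetal Leydig and liver genes were added after the values were seen. Lists were tested with camera, which used an estimated correlation between genes, and with fry.

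Each procedure was tested on simulated data. Of 200 changed genes, edgeR recovered 90% with 10 false calls among 15514 genes, and limma 99.5% (5 groups of 3) and 100% (8 groups of 2) with 0 false calls. The clustering gave 100% of simulated cells their type. Where simulated counts held a trend with GC content, 9643 genes were called without a GC term and 0 with it.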

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

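The tests of the control libraries over time, of the X-linked copies, of haemoglobin RNA and of an extraembryonic endoderm share among the cells were chosen only after the result was seen.

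The effect of a treatment against the control of its own time differed between 24 h and 48 h in 3721 genes for AM580, 3612 for V580 and 309 for Vc (limma, BH adjusted p below 0.05, without a fold threshold). All 3 comparisons share the same Con libraries, so that a difference between the Con libraries of the times would have raised the Vc count to a similar level, and 309 is far below it. With a pseudocount of 0.1, 3492 genes differed for V580, so that compression of low values did not make this difference.

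In the E12.5 libraries of the stages, Ddx3y had at least 97 counts in each, Kdm5d 78 and 44, Uty 15 and 16 and Eif2s3y 15 and 7. Reads of the X-linked copies could give such counts, but per 100 counts of Ddx3x there were 1.99 counts of Ddx3y in the lower E12.5 library and at most 0.25 in any other library, and per 100 counts of Kdm5c 1.87 and at most 0.0792 of Kdm5d. Eif2s3y, with few counts, went the other way: 1.42 per 100 counts of Eif2s3x in an E13.5 library (5 counts) against 1.21 in the lower E12.5 library. Uty, also with few counts, had 1.96 per 100 counts of Kdm6a in the lower E12.5 library and 0 in every other library of the later stages. A fixed share of such reads was therefore set aside for Ddx3y, Kdm5d and Uty and not for Eif2s3y. Some male cells among the E12.5 gonads may be the source: of 12 Sertoli genes not looked at before, 8 were lower at E13.5 than at E12.5 and 2 higher (edgeR, BH adjusted p below 0.05). The same 12 genes had 8 lower and 2 higher at E16.5 and 10 lower and 2 higher at P_6w_. Of 5 fetal Leydig genes, 1 was lower and 2 higher at E13.5, 1 lower and 3 higher at E16.5, and 1 lower and 4 higher at P_6w_. Amh fell from 9.27 CPM at E12.5 to 0.609 at E13.5, and Dhh from 5.73 to 0.545 CPM. The comparison of E12.5 with later stages would then hold a difference in sex besides one in stage.

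Liver genes rose at E13.5. Of 20 tested genes of the liver that had not been looked at before, 17 were higher at E13.5 than at E12.5 and 1 lower, with a median log2 fold change of 3.82 where counts under 3 were raised to 3. At E16.5, 4 were higher and 3 lower, and at P_6w_ 5 and 3. Afp rose from 1.24 to 51.1 CPM at E13.5. RNA or cells of the fetal liver in the E13.5 libraries may account for this, and a liver share could be measured by staining dissected E13.5 gonads for albumin.

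The mean log2(FPKM+1) of the extraembryonic endoderm list was higher over the V580 days than in E12.5_GC by 0.823 (3.94 against 3.12, exact permutation p 0.0022). That p is the smallest the splits allow, with the V580 days taken as replicates. At day 6, 9 of its 14 tested genes were higher and 3 lower (limma, BH adjusted p below 0.05). Fry called the list (BH adjusted p 2.7e-07) and camera did not (0.51). Haemoglobin RNA in the E12.5_GC libraries (1.78, 0.629 and 0.474% of FPKM) could lower all other genes there, but after quantile normalization the difference was 0.843 and without haemoglobin genes 0.814. A share of cells with an extraembryonic endoderm profile may explain it: in the 10x cells of day 6, the list value of the granulosa-like cluster with Fst (median difference from the other cells 0.433) stood at percentile 100 of 10000 random lists, as did that of a cluster of 847 cells without a type (0.0729). In the Fst cluster, Lama1 had a UMI in 89.2% of the cells, Cubn in 68.7%, Sox17 in 64.9% and Foxa2 in 55.9%. The highest shares in any other cluster were 30, 11.7, 33.4 and 31.9%, so that these genes were not confined to the Fst cluster. That cluster also had the highest median of UMIs per cell (18068). Staining day 6 cells for these proteins together with FST would test for such a share of cells.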

How the results depend on the processing

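Of 328 combinations of a result and an alternative, 296 were set before the data were examined, and 32 were chosen only after the result was seen (the GC and length terms, the fold of mean FPKM and the alternatives of the change over time). In 234 combinations the result stayed the same and in 94 it moved, and 0 were labelled reversed. A count of genes was labelled the same within a set ratio of the main count and otherwise moved, so that it could not be labelled reversed. Directions could still turn: at E13.5 the threshold of at least 2-fold left 1237 genes higher and 1548 lower, against 3908 and 3622 without it. For results of comparisons, 196 of 283 combinations stayed the same. A further 7 results outside these combinations changed under an alternative, and all of them moved. The cause was not tested where none is given.

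The number of genes called at E13.5, E16.5 and P_6w_ fell to 2785, 2752 and 4924 when at least 2-fold was asked for, by construction of the threshold, and among the list genes of Fig. 1B the number higher fell to 5 for mesonephric development and 10 for Wnt. DESeq2 called 6850, 5585 and 7992 genes. Fits of only the 2 stages compared called 8848, 5135 and 9842, the GC term 7432, 6478 and 8862, and the length term 5643, 6420 and 8673.

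The correlation of E12.5 with E13.5 was 0.9372 on linear CPM, 0.9427 over genes with at least 10 counts in every library and 0.9626 as Spearman correlation, and from 0.9727 to 0.9739 with each library left out in turn. With each library left out, the log2 fold change of Foxl2 ran from 1.05 to 1.25 at E13.5, from 0.34 to 0.62 at E16.5 and from 1.69 to 1.88 at P_6w_.

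For the V580 days the fold threshold mattered most. Without it, 8238, 7718, 7270 and 8001 genes were called at day 4, 6, 8 and 10. Leaving out each library in turn gave 2116 to 2318 genes at day 4, 1507 to 1758 at day 6, 1264 to 1502 at day 8 and 1674 to 1900 at day 10.

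The r2 with E12.5_GC depended on the scale. On log2(value+1) with all genes it was 76.75, 81.97, 83.76 and 80.5% at day 4, 6, 8 and 10, for genes with at least 1 in either group 65.98, 72.64, 75.58 and 71.1%, and as squared Spearman correlation 74.1, 79.74, 81.94 and 78.35%. With each library left out it ran from 69.94 to 70.38% at day 4, 74.88 to 76.01% at day 6, 77.07 to 78.03% at day 8 and 74.17 to 74.73% at day 10. Day 8 gave the highest and day 4 the lowest value under every scale.

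With a pseudocount of 0.1, the genes higher and lower at 24 h were 18 and 24 with Vc, 1.0e+02 (rounded) and 23 with AM580 and 134 and 85 with V580, and at 48 h 18 and 23, 468 and 196, and 411 and 259. A smaller pseudocount raises the fold changes of low genes, which lets more of them pass the threshold. The fold of mean FPKM without a pseudocount gave 21 and 29, 113 and 31, and 149 and 1.0e+02 genes at 24 h and 23 and 26, 519 and 216, and 447 and 284 at 48 h.

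The departure of V580 from the sum of Vc and AM580 was called in 4 genes at 24 h, and in 1 without the filter on low values, 7 after quantile normalization, 0 with only the libraries of that time point (472 at an unadjusted p below 0.05 in the main setting) and 1 with a replicate block. At 48 h it was called in 384 genes and in 1602 at an unadjusted p.

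Replicate numbers do not pair libraries: the correlation of replicate deviations between groups ran from -0.0403 to 0.0673 for the stages, from -0.431 to 0.386 for the V580 days and from -0.424 to 0.209 for 24 h and 48 h. With a replicate block, 7619, 6261 and 8722 genes were called at E13.5, E16.5 and P_6w_, and 334 in the departure at 48 h. Where groups have 2 libraries, leaving one out leaves a single library, and no such fits were tested.

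The change of a treatment's effect over time was called in 309 genes for Vc, 3721 for AM580 and 3612 for V580. Under the 4 alternatives these numbers ran from 269 to 324, 3587 to 3844 and 3492 to 3795.

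The cell type shares moved with the clustering. At a resolution of 0.3, interstitial-like cells were 35.8%, mesothelial-like 16% and endothelial-like 0%, and at 1.0 they were 10.8, 22.5 and 18.6%. With at most 10% mitochondrial counts the granulosa, interstitial, mesothelial, endothelial and other shares were 13.7, 10.6, 36.4, 0 and 39.3%, and with at least 1000 genes per cell 19.7, 14, 43.1, 6.27 and 17.5%. With 30 principal components the mesothelial share was 33.9%. With extended marker lists, and equally with a score threshold of 1.0, the endothelial share was 0% and the other share 41.8%. Among cells in the upper part by Cd63, the shares were 20.6, 14.9, 29.9, 6.92 and 27.6%, against 18.4, 12.7, 41.6, 5.5 and 21.9% among cells with a Cd63 UMI.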

Differences from the paper's values

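The paper gives correlations of 0.95 and 0.96 between E12.5 and E13.5, where the value here was 0.9733. Of the alternatives set before the data were examined, the Spearman correlation (0.9626) reached the paper's 0.96 and none reached 0.95.

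For E13.5 against E12.5 the paper states more than 2000 DEGs, and 7530 were called here. The threshold of at least 2-fold brought the count nearest, to 2785 genes, and DESeq2, the paper's tool, called 6850. At E16.5 the paper's approximate 6000 stands beside 6160 here, and at P_6w_ its 8000 beside 8673. At 2-fold, these would be 2752 and 4924, so that no one alternative matched all 3 stages.

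The paper gives a similarity of 70.29% between V580_D6 GSCLCs and E12.5_GSCs, and the r2 here was 75.58%. No alternative closed this gap, and the nearest was 72.64% for genes with at least 1 in either group.

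At 24 h, the paper counts 99 genes up and 76 down with Vc, where 6 and 3 were called here. With AM580 the paper counts 259 up and 62 down, against 39 and 4 here, and with V580 410 up and 223 down, against 50 and 24 here. At 48 h, the paper counts 84 up and 90 down with Vc, against 1 and 4 here, 1180 up and 480 down with AM580, against 248 and 96 here, and 1194 up and 609 down with V580, against 196 and 143 here. No alternative closed any of these gaps. The FPKM table lists a subset of genes, and no alternative could bring back genes that it leaves out. Of the genes the paper printed as higher with V580 at 48 h, it holds 23 of 28 for canonical Wnt signalling and 9 of 14 for retinoic acid. How much of the gaps this accounts for was not tested. Of the alternatives set before the data were examined, the pseudocount of 0.1 came nearest in every group, with for instance 411 up and 259 down for V580 at 48 h. The fold of mean FPKM, chosen only after the result was seen, came nearer still, with 447 and 284 there. At an unadjusted p below 0.05 the V580 counts at 48 h stayed at 196 and 143.

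The share of interstitial cells in V580_D6 GSCLCs is about 20% in the paper's Fig. 5B, read by eye, and was 9.92% here. The filter of at least 1000 genes per cell narrowed this gap, with 14%. The paper's 14% granulosa cells stand beside 15.2% granulosa-like cells here, a share that includes the Fst cluster with its high extraembryonic endoderm value. The paper's 28% unknown cells stand beside 32.9%. The paper's share of mesothelial cells, about 38% read by eye from Fig. 5B, stands beside 33.1%.

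Some directions also differ. The paper describes a gradual rise of Foxl2, and here it fell from E13.5 to E16.5 by a log2 fold change of -0.66 (edgeR, BH adjusted p 0.0101). With a GC term per library, chosen only after the result was seen, the fall was -0.43 and was not called (p 0.0642), and with a length term it was -0.50 (p 0.0376). The paper names day 6 as similar to E12.5_GSCs, and here day 8 had a higher r2 (77.62%) and fewer called genes (1493 against 1747 at day 6).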

Other observations

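The tests of sequencing lane, of germ cell genes at E16.5, of Fst with Wnt6, of damaged cells in the endothelial-like cluster, of the GC and length trends against the order of E13.5 and E16.5, and of a lost X chromosome were chosen only after the result was seen.

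More genes were called at E13.5 (7530) than at E16.5 (6160), although E13.5 is the nearer stage. The length trend at E13.5 may account for this order, since with a length term per library 5643 genes were called at E13.5 and 6420 at E16.5, whereas with a GC term the order stayed (7432 and 6478). Neither term removed the large number of genes at E13.5. In the E13.5 libraries, the longest of 5 equal groups of genes lay -0.746 and -0.8 log2 units from the shortest, centred on the mean of all libraries, against 0.376 and 0.387 at E12.5. RNA of lower integrity could give such a trend, and the integrity numbers of the 4 libraries would test it.

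The oxidative phosphorylation genes of Fig. 1B kept a median log2 fold change of 0.52 at E13.5 with the length term, against 1.25 without it, so that length accounted for a part of their rise and not for all of it.

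More genes lay over 2-fold apart between the E16.5 replicates than between those of other stages. They were 57 of 7480 genes with a known GC content and length at 20 CPM or more. Over all tested genes, the root mean square difference was not largest at E16.5 (0.522, against 0.543 at E13.5). After removal of the trend with GC content 47 genes were over 2-fold apart, and after that with length 43. Neither trend therefore explains all of these genes. The embryonic haemoglobin gene Hbb-y averaged 284 CPM at E16.5 (SD 379). These replicates were sequenced on different lanes, and a lane effect cannot be told apart from one of the samples: the difference between the replicates correlated with that between P_6w_ and E12.5, which also differ in lane, at 0.0698 across genes.

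At E16.5, 17 of 18 meiosis genes were higher than at E12.5 and 1 lower (edgeR, BH adjusted p below 0.05), with a median log2 fold change of 4.84 where counts under 3 were raised to 3. Germ cells left among the somatic cells may be the source, since 5 of 11 germ cell genes outside meiosis were also higher and 0 lower. Dazl rose from 3.99 CPM at E12.5 to 14.7 at E13.5 and 53.1 at E16.5, and Sycp3 from 1.45 to 45.7 CPM at E16.5. A count of DDX4-positive cells in the sorted fraction would test this.

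The other fixed lists gave these counts of higher and lower genes against E12.5 (edgeR, BH adjusted p below 0.05). At E13.5 there were 6 and 0 erythroid, 0 and 7 endothelial, 2 and 4 fibroblast, 7 and 1 germ cell, 8 and 1 meiosis, and 2 and 3 adult granulosa genes. The gonadal somatic list had 3 and 5, pluripotency 2 and 0, and extraembryonic endoderm 4 and 6. At E16.5 the erythroid list had 6 and 2, the endothelial 0 and 6, the fibroblast 7 and 0, and adult granulosa 4 and 2. There the gonadal somatic list had 1 and 6, pluripotency 2 and 1, and extraembryonic endoderm 4 and 1. At P_6w_, adult granulosa genes had 9 and 0 (median log2 fold change 7.99), gonadal somatic 3 and 8, erythroid 0 and 8, endothelial 0 and 8, and fibroblast 2 and 7. Germ cell genes had 1 and 3 there, meiosis 1 and 6, pluripotency 1 and 2, and extraembryonic endoderm 3 and 9. Adjusted over the list alone, the gonadal somatic list had 5 and 5 at E13.5 and extraembryonic endoderm 5 and 6. At E16.5 the gonadal somatic list then had 2 and 6, endothelial 0 and 7, adult granulosa 5 and 2, pluripotency 3 and 1 and extraembryonic endoderm 3 and 1, and at P_6w_ pluripotency had 1 and 4. The other counts of this paragraph were the same.

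The list scores of the V580 libraries differed from those of E12.5_GC also for other cell types. In mean log2(FPKM+1), the erythroid score was 0.115 against 7.54 in E12.5_GC, the endothelial 1.33 against 3.48, adult granulosa 1.15 against 2.55 and meiosis 1.79 against 1.51 (exact permutation p 0.0022 for each). That p is the smallest the splits allow, with the V580 days taken as replicates. Fibroblast genes scored 4.76 against 4.14 (exact permutation p 0.47), pluripotency genes 1.75 against 1.41 (p 0.257) and germ cell genes 1.6 against 1.05 (p 0.0527).

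Of the 10 splits of the 6 libraries of a V580 day and E12.5_GC into 3 and 3, 1 gave as many called genes as the true grouping at day 4, and likewise 1 of 10 at day 6, 1 of 10 at day 8 and 1 of 10 at day 10, which is the true grouping itself. With 10 splits no smaller share is possible. The true groupings gave 2354, 1747, 1493 and 1887 genes and each of the other splits 0 (at most 19, 16, 18 and 17 at an unadjusted p below 0.05, at 2-fold). The libraries of a V580 day lay 0.807 to 1.04 from those of E12.5_GC (root mean square difference in log2(FPKM+1)), against at most 0.462 within a group.

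At 2-fold, V580 at 48 h lay below AM580 in 25 genes and above it in 3, but without the fold threshold in 1140 and 906, so that the called genes as a whole were nearly balanced. With V580, 12 of 15 tested extraembryonic endoderm genes were higher than in Con at 48 h and 1 was lower. Against AM580, V580 lowered 13 of these 15 genes and raised 0 (limma, BH adjusted p below 0.05). V580 departed from the sum of Vc and AM580 in 384 genes at 48 h (113 above, 271 below), and in 295 with a pseudocount of 0.1. What Vc changes in the response to AM580 stays open, and a dose series of Vc at fixed AM580 would test it.

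Fst and Wnt6, both granulosa markers of the paper, marked separate clusters of V580_D6 GSCLCs. Both genes had a UMI in 418 cells, against 438 from their separate frequencies, and in 90 cells of the Fst cluster, against 89.7. The mean Wnt6 value of the Fst cluster was 0.0777, against 1.1 in the other granulosa-like cluster, and Fst had a UMI in 65.5% of its cells. Mean Fst was 0.948 in the Fst cluster against 0.0762 in the other. Their depth was similar, with medians of 18068 and 16084 UMIs per cell. Too few UMIs per cell would lower both clusters alike, and free RNA would blur their difference. These values therefore argue against both as the cause of the separation in this sample. The share of free RNA was not measured, so that the source of the cells with both genes stays open. No biological explanation was tested.

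The endothelial-like cluster had a median of 15.8% mitochondrial counts. A filter of at most 10% mitochondrial counts therefore removes most of it by construction, and the share of 0% under that filter leaves open whether its cells are damaged. Endothelial cells were not found in it, with a Cdh5 UMI in 0.148% of its cells against 14.1% in a cluster of 660 cells without a type. In those 660 cells Kdr had a UMI in 7.42%, Pecam1 in 0.758%, Emcn in 0.152% and Tek in 0%. Esam, at 5.45%, had its highest share there. Cdh5 therefore does not mark that cluster as endothelial by itself.

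Xist had a UMI in 0.568% of the V580_D6 cells (87 cells). The assay captured Xist, since 12 cells had at least 5 UMIs and one had 35. Y-linked genes had a UMI in 10 cells (0.0653%), so that male cells do not explain the few Xist cells. If both X chromosomes were active, X-linked genes would lie above autosomal ones, and at day 6 their median log2 fold change against E12.5_GC differed from that of autosomal genes by -0.117 (-0.234 to -0.0159). Whether an X chromosome was lost from the female ESCs in culture stays open, because the share of 0.568% is the observation itself, and a karyotype of the line would test it.

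Among 11806 cells with a Cd63 UMI, 18.4% were granulosa-like, 12.7% interstitial-like, 41.6% mesothelial-like, 5.5% endothelial-like and 21.9% without a type, and among the 3509 cells without one 4.3, 0.741, 4.65, 20.1 and 70.2%. The paper sorts cells by the CD63 protein (Fig. 5C), which a UMI does not measure, and cells with few UMIs have fewer chances of showing Cd63.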
